# RNA-Seq Analysis of the Host Response to *Staphylococcus aureus* Skin and Soft Tissue Infection in a Mouse Model

**DOI:** 10.1371/journal.pone.0124877

**Published:** 2015-04-22

**Authors:** Rebecca A. Brady, Vincent M. Bruno, Drusilla L. Burns

## Abstract

*Staphylococcus aureus* is a leading cause of skin and soft tissue infections (SSTI), which are primarily self-limiting. We conducted a comprehensive analysis of the host transcriptome during a *S*. *aureus* SSTI to provide insight on the protective mechanisms that thwart these infections. We utilized a murine SSTI model in which one ear is epicutaneously challenged while the other is not. We then harvested these infected and uninfected ears, as well as ears from naïve mice, at one, four, and seven days post-challenge, and performed RNA sequencing (RNA-seq) using the Illumina platform. RNA-seq data demonstrated a robust response at the site of infection. Comparison of gene expression profiles between infected ears and the non-infected ears of challenged mice defined the local response to infection, while comparisons of expression profiles of non-infected ears from challenged mice to ears of naïve mice revealed changes in gene expression levels away from the site indicative of a systemic response. Over 1000 genes exhibited increased expression locally at all tested time points. The local response was more robust than the systemic response. Through evaluation of the RNA-seq data using the Upstream Regulator Analytic as part of the Ingenuity Pathway Analysis software package, we found that changes in the activation and inhibition of regulatory pathways happen first locally, and lag behind systemically. The activated pathways are highly similar at all three time points during SSTI, suggesting a stable global response over time. Transcript increases and pathway activation involve pro- and anti-inflammatory mediators, chemotaxis, cell signaling, keratins, and TH1/TH17 cytokines. Transcript decreases and pathway inhibition demonstrate that metabolic genes and anti-inflammatory pathways are repressed. These data provide insight on the host responses that may aid in resolution of this self-limited *S*. *aureus* infection, and may shed light on potential immune correlates of protection for staphylococcal SSTI.

## Introduction

*Staphylococcus aureus* is a normal colonizer of the human nose that is found in almost one-third of the population [1]. *S*. *aureus* features a broad and highly redundant repertoire of virulence factors that allow it to colonize and damage the host, as well as evade host immune responses and cause a variety of diseases in all areas of the body. As a result, this bacterium is a leading cause of both nosocomial and community-acquired infections in the United States [2,3]. In recent years, *S*. *aureus* infections have become more prevalent in the community, infecting patients with no predisposing risk factors [3].

Most community-acquired *S*. *aureus* infections occur in the skin and soft tissue and include boils, impetigo, cellulitis, folliculitis, and abscesses, often caused by isolates of the USA300 sub-type [4]. While these infections are largely self-limiting in nature, severe invasive illness can result [5]. Therefore, an understanding of the protective immune response in the skin is important in order to elucidate potential new ways of combatting *S*. *aureus* while it remains localized in this area.

Investigators are beginning to understand some facets of the host response to *S*. *aureus* SSTI. The skin itself acts as an immunologic barrier to infection, with its surface maintaining an unsuitable temperature and pH for bacterial growth [6]. Antimicrobial peptides such as β-defensin, as well as skin commensals such as *Staphylococcus epidermidis* and their secreted products (e.g., phenol-soluble modulins [7]) also work to inhibit *S*. *aureus* growth [6]. If an infection does take hold, neutrophil recruitment to the site of infection has been demonstrated as crucial for subsequent protection [8], mediated by pro-inflammatory cytokines such as IL-1β [9,10] and by IL-17, the product of a TH17 adaptive response [11].

Much still remains unknown about the host response to *S*. *aureus* SSTI, and, specifically, what correlates with resolution of these infections. While microarray analyses have been performed examining the murine gene expression profile in *S*. *aureus*-infected skin [9], limitations to microarray studies can lead to incomplete results. Next generation sequencing, such as RNA-seq, can provide greater sensitivity and eliminates issues with hybridization and nonspecific detection [12]. Therefore, in this study we utilized RNA-seq to generate transcriptional profiles of skin from the ears of mice infected with *S*. *aureus* sub-type USA300 using an epicutaneous infection model [13,14]. We compared the differential gene expression of skin from infected ears to that from uninfected ears from the same challenged mice over time in order to evaluate, for the first time, the local response to infection directly at the site of SSTI. We also compared the non-infected ears from challenged mice to naïve mice in order to elucidate the systemic response to SSTI challenge. The data generated provide further insight into the host response to *S*. *aureus* over the course of a self-limited infection, both locally and systemically, which may be useful in determining potentially novel pathways that are important for clearance of the pathogen.

## Materials and Methods

### Ethics Statement

For all animal studies, protocols were reviewed and approved by the Institutional Animal Care and Use Committees (IACUC) of the Center for Biologics Evaluation and Research (Silver Spring, MD; permit number 2010–04). All surgeries were performed under ketamine/xylazine anesthesia, and all efforts were made to minimize animal suffering. Animals were sacrificed at the time points indicated below using CO_2_ inhalation.

### Strains, mice, and reagents

*S*. *aureus* USA300 strain SAP149 [15] was used to infect mice. Ten week old female BALB/c mice were obtained from NCI (Frederick, MD). All animal experiments were approved by the CBER Institutional Animal Care and Use Committee. Unless indicated, all reagents were obtained from ThermoFisher Scientific (Rockville, MD).

### Epicutaneous *S*. *aureus* infection

The epicutaneous *S*. *aureus* challenge was performed as described by Prabhakara *et al*. [13]. Briefly, tryptic soy broth (TSB) was inoculated 1:50 with an overnight culture of SAP149, and then grown at 37°C with shaking until an absorbance at 600 nm (A_600_) of 0.8 was reached. The culture was then centrifuged at 3000 × *g* for 15 minutes and the pellet was resuspended in sterile PBS. The bacteria were then counted using a Petroff Hauser cell counter (Hausser Scientific, Horsham, PA). The bacteria were centrifuged again and then resuspended in PBS to a density of 1x10^11^ CFU/mL.

Mice were anesthetized using 2 mg Ketamine (Ketaject, Phoenix Pharmaceutical, St. Joseph, MO) and 0.1 mg Xylazine (AnaSed, Akorn, Decatur, IL) and the left ears were cleaned with 70% ethanol. The left ears were then pricked 10 times with a Morrow Brown allergy test needle (Morrow Brown Allergy Diagnostics, Oakhurst, NJ) containing a 10 μL drop of the *S*. *aureus* suspension. After infection, animals were monitored daily. Because the infection causes minimal distress, no analgesics were given. At each subsequent time point, subsets of mice were euthanized and ears were excised with scissors. Each ear was homogenized immediately in 5 mL of TRIzol (Life Technologies, Grand Island, NY). The homogenized ears were placed at -80°C until RNA isolation. For Western blotting, ears were excised and placed into lysis buffer on ice.

### RNA isolation

Frozen ear homogenates were thawed on ice, and the 5 mL TRIzol/homogenate mixture was then added to an additional 15 mL of TRIzol in a 50 mL conical tube. The tubes were incubated at room temperature for five minutes, and then 5 mL of chloroform was added and the tubes were shaken vigorously for 15 seconds. The tubes were incubated at room temperature for an additional three minutes, and then centrifuged at 5000 × *g* for 30 minutes at 4°C. The upper aqueous phase was retained in a new 50 mL conical tube and 10 mL of isopropanol was added and vortexed. The tubes were incubated at room temperature for 10 minutes and then centrifuged again at 5000 × *g*, 4°C, for one hour. The supernatant was decanted and the pellet was resuspended in ice cold 75% ethanol and placed at -20°C overnight. The next day, the precipitated RNA was isolated by centrifugation at 5000 × *g* at 4°C for one hour, the supernatant was removed, and the pellets were dried in a laminar flow hood for 20 minutes with the tubes inverted. The pellets were then resuspended in diethylpyrocarbonate (DEPC) treated water (Life Technologies) and quantified spectrophotometrically (NanoVue, GE Life Sciences, Pittsburgh, PA). The RNA was then alcohol precipitated a second time, resuspended again in DEPC water, and re-quantified spectrophotometrically prior to RNA-seq analysis. RNA integrity was evaluated both by agarose gel electrophoresis and BioAnalyzer analysis.

### RNA-seq and gene expression analysis

All RNA-seq libraries (non-strand-specific, paired end) were prepared with the TruSeq RNA Sample Prep kit (Illumina, San Diego, CA). The total RNA samples isolated from the SSTI infections were subject to poly(A) enrichment as part of the TruSeq protocol, and 100 nt of sequence was determined from both ends of each cDNA fragment using the HiSeq platform (Illumina) per the manufacturer’s protocol. Sequencing reads were annotated and aligned to the UCSC BALB/c mouse reference genome using TopHat [16]. For analysis of the infection data, the alignment files from TopHat were used to generate read counts for each gene and a statistical analysis of differential gene expression was performed using the DESeq package from Bioconductor [17]. We made comparisons between naïve uninfected mice and unchallenged ears from infected mice, as well as between challenged and unchallenged ears from the same infected mouse, at one, four, and seven days post-challenge. Three naïve and three infected mice were evaluated at each time point. A gene was considered differentially expressed if the false discovery rate (FDR) for differential expression was less than 0.01 and the fold change was at least two-fold (Log_2_ fold change (LFC) of ⩾1).

### Selection of top differentially expressed genes

All significantly differentially expressed genes for all time points are presented in the S1 Table. For simplicity of analysis, we chose to present only the 50 genes demonstrating the greatest increase or decrease in transcript levels from each time point within the manuscript. Under most tested conditions, we note that a proportion of differentially expressed genes show an up-regulation level of “*inf*”. These values occur when readings from the comparator ear (the non-infected ear from challenged mice when examining the local response, or the naïve ear from unchallenged mice when examining the systemic response) are below the limit of detection (i.e. no reads mapped to this gene in these samples). However, it is unrealistic biologically that the readings are truly zero. Because any level of reads in the test ear (i.e., the infected ear when examining the local response, or the uninfected ear from challenged mice when evaluating the systemic response) will then give a LFC value of *inf*, the magnitude of the actual difference is lost; we are unable to differentiate whether this difference is a few reads or thousands of reads. Therefore, for genes with LFC values of *inf*, we looked at the raw read data to determine the actual read levels in the test ear. In order to report a gene with a LFC of *inf* as a top differentially expressed gene (Tables 1–4), we chose to include only those genes that had a read level in the test ear that was higher than the smallest number of reads seen for any gene within the top 50 list that had a LFC of a numerical value. Alternatively, we also included genes with lower read values than this minimum, but a LFC of *inf* at multiple time points. We hypothesize that low read numbers consistently detected in test ears with undetectable reads in the comparator ears in different cohorts of mice, at multiple time points, likely reflect a real result. We also included genes that had a LFC of *inf* at one time point, but a significant differential expression with a numerical LFC at another time point. Through these criteria, we believe we have narrowed the genes with a LFC of *inf* to most likely reflect meaningful expression changes.

**Table 1:** Top Genes with Significantly Increased Transcript Levels at the Site of SSTI^1^.

Symbol	Gene Name	Function^2^	LFC^3^		
			Day 1	Day 4	Day 7
***Immune Function***					
Nlrp12	NLR family, pyrin domain containing 12	Suppression of inflammation	Inf	Inf	Inf
Pdyn	Prodynorphin	Pain/Stress perception; anti-apoptotic	Inf	Inf	Inf
Slc32a1	solute carrier family 32 (GABA vesicular transporter), member 1	GABA uptake into synaptic vesicles	Inf	Inf	6.27
Chst4	carbohydrate (chondroitin 6/keratan) sulfotransferase 4	L-selectin biosynthesis	Inf	Inf	5.49
IL-17a	interleukin 17A	Cytokine	5.13	Inf	2.88
Cxcl5	chemokine (C-X-C motif) ligand 5	Chemotactic for neutrophils	9.01	8.10	7.00
Cxcl3	chemokine (C-X-C motif) ligand 3	Chemotactic for neutrophils	8.97	6.87	6.78
Cxcl2	chemokine (C-X-C motif) ligand 2	Chemokine produced at sites of inflammation	8.73	6.49	6.45
Irg1	immunoresponsive gene 1	Suppression of inflammation	8.62	6.67	5.84
Ccl4	chemokine (C-C motif) ligand 4	Inflammatory chemokine	8.62	6.12	5.70
Trem1	triggering receptor expressed on myeloid cells 1	Inflammation	8.56	6.81	5.98
Csf3	colony stimulating factor 3 (granulocyte)	GCSF; cytokine involved in granulocyte production	8.36	6.59	6.49
Fpr1	formyl peptide receptor 1	Neutrophil activation	8.29	6.48	5.93
IL-1b	Interleukin 1 beta	Pro-inflammatory cytokine	8.08	6.36	5.87
Ccl3	chemokine (C-C motif) ligand 3	Inflammatory cytokine	8.02	5.85	5.75
Saa3	Serum amyloid A 3	Acute phase protein	7.79	8.02	6.34
IL-19	interleukin 19	Immunosuppressive during skin infection	7.73	7.21	6.33
Clec4e	C-type lectin domain family 4, member e	Pro-inflammatory receptor	7.71	6.15	5.46
IL-6	Interleukin 6	Lymphocyte differentiation; induces acute phase response	7.64	6.03	3.97
S100a9	S100 calcium binding protein A9 (calgranulin B)	Component of calprotectin	7.55	7.07	6.33
Reg3g	regenerating islet-derived 3 gamma	Antimicrobial	7.44	7.77	7.96
Olfm4	olfactomedin 4	Neutrophil granule protein; negative regulator of host immunity	7.43	7.45	5.19
IL-24	Interleukin 24	Cytokine	7.36	7.80	6.76
S100a8	S100 calcium binding protein A8	Component of calprotectin	7.35	7.38	6.41
Cxcr1	chemokine (C-X-C motif) receptor 1	IL8 receptor	7.05	5.80	4.33
Treml4	triggering receptor expressed on myeloid cells-like 4	Antigen presentation	6.95	5.24	5.93
Defb3	Defensin beta 3	Antimicrobial	6.19	7.57	6.09
Ly6g	lymphocyte antigen 6 complex, locus G	Signaling; neutrophil marker	5.88	5.07	3.42
IL-22	interleukin 22	Pro-inflammatory cytokine	4.19	7.17	4.37
Cxcl9	chemokine (C-X-C motif) ligand 9	Potentially involved in T cell trafficking	2.14	3.52	6.51
Defa-ps12	Alpha defensin, pseudogene 12	Pseudogene	—	Inf	Inf
Mcpt1	mast cell protease 1	Peptidase found in mast cell granules	—	Inf	Inf
Cmtm1	CKLF-like MARVEL transmembrane domain containing 1	Chemokine-like family	—	Inf	6.60
Cd5l	CD5-antigen like	Immune system regulation; inhibitor of apoptosis	—	4.29	Inf
Saa2	Serum amyloid A2	Acute phase protein	7.94	3.63	—
Cxcl15	Chemokine (C-X-C motif) ligand 15/IL8	Chemokine	Inf	—	Inf
Csf2	Colony stimulating factor 2	Cytokine involved in granulocyte production	8.37	—	—
Fcnb	ficolin B	Pattern Recognition Receptor	5.22	—	—
Gzmk	granzyme K	Serine protease; released from cytoplasmic granules of CTLs and NK cells	—	—	5.58
***Metabolism/Cell Proliferation/Regulation***					
Stfa1	Stefin A1	Cysteine protease inhibitor/Epidermal development	Inf	5.96	5.61
Drd2	dopamine receptor D2	Hormone regulation	4.44	5.99	Inf
Klk1b27	kallikrein 1-related peptidase b27	Peptidase	Inf	3.64	3.30
Fgf23	fibroblast growth factor 23	Regulator of phosphate homeostasis	8.78	8.01	5.42
Tdgf1	teratocarcinoma-derived growth factor 1	Growth factor	7.87	7.39	7.09
Mrgpra2b	MAS-related GPR, member A2B	Receptor	7.67	6.39	5.50
Stfa2l1	stefin A2 like 1	Thiol proteinase inhibitor	7.63	6.72	6.05
Mrgpra2a	MAS-related GPR, member A2A	Receptor	7.67	6.10	4.57
Tdgf1-ps1	teratocarcinoma-derived growth factor, pseudogene 1	Growth factor, pseudogene	7.61	7.21	6.15
Stfa2	Stefin A2	Thiol proteinase inhibitor	7.13	7.48	7.22
Abca13	ATP-binding cassette, sub-family A (ABC1), member 13	Transporter	6.08	4.39	4.33
Reg1	regenerating islet-derived 1	Islet cell regeneration	5.81	8.58	7.45
Uox	Urate oxidase	Convers uric acid to allantoin	4.84	7.60	7.13
Lhx1	LIM homeobox protein 1	Transcription factor	4.21	6.66	5.40
Cyp2j11	cytochrome P450, family 2, subfamily j, polypeptide 11	Arachidonic acid metabolism	Inf	Inf	—
Slc9c1	solute carrier family 9, subfamily C, member 1	Sodium-hydrogen exchanger; regulates intracellular pH of spermatozoa	3.76	Inf	—
Dynap	Dynactin associated protein	Regulation of cell proliferation	—	Inf	Inf
Cyp4a12a	cytochrome P450, family 4, subfamily a, polypeptide 12a	Arachidonic acid metabolism	—	Inf	Inf
Vmn1r210	vomeronasal 1 receptor 210	Pheromone binding	—	Inf	4.81
Sall1	sal-like 1 (Drosophila)	Transcriptional repressor	—	4.72	Inf
Prl2c3	prolactin family 2, subfamily c, member 3	Growth factor	—	5.03	7.05
Chil4	Chitinase-like 4	Chitin degradation	—	—	7.91
***Epidermal formation***					
Sprr2a1	small proline-rich protein 2A1	Keratinocyte envelope protein	7.64	5.85	5.99
Krt6b	Keratin 6b	Hair follicle formation	6.94	7.87	6.50
Spr2a3	small proline-rich protein 2A3	Keratinocyte envelope protein	6.58	5.14	6.29
Sprr2j-ps	small proline-rich protein 2J, pseudogene	Epithelial cell envelope	5.51	7.47	6.20
Sprr3	Small proline-rich protein 3	Keratinocyte envelope protein	—	Inf	5.98
Sprr2k	small proline-rich protein 2K	Epithelial cell envelope	—	8.00	7.97
***Unknown Function***					
Gm5581	Predicted gene 5581	Unknown	Inf	Inf	Inf
Gm14039	predicted gene 14039	Unknown	Inf	Inf	Inf
Gm24801	predicted gene, 24801	Unknown	Inf	Inf	Inf
Gm11345	predicted gene 11345	Unknown	Inf	Inf	Inf
Gm25465	predicted gene, 25465	Unknown	Inf	5.65	Inf
Gm15133	predicted gene 15133	Unknown	Inf	Inf	5.40
Fam71a	family with sequence similarity 71, member A	Unknown	Inf	Inf	4.83
Gm590	predicted gene 590	Unknown	4.69	Inf	Inf
Gm1966	predicted gene 1966	Unknown	Inf	6.18	3.28
Gm15845	predicted gene 15845	Unknown	Inf	5.07	6.46
Gm11956	Predicted gene 11956	Unknown	Inf	4.73	5.12
Tmem211	Transmembrane protein 211	Unknown	4.00	4.47	Inf
A530040E14RIK	Putative uncharacterized protein	Unknown	Inf	4.16	4.16
Gm16026	Predicted gene 16026	Unknown	Inf	3.10	4.48
Gm4847	Predicted gene 4847	Unknown	Inf	3.52	3.29
Gm5483	Predicted gene 5843	Unknown	7.84	6.90	6.25
2610528A11Rik	RIKEN cDNA 2610528A11 gene	Unknown	7.42	7.30	6.42
BC100530	cDNA sequence BC100530	Unknown	6.83	6.70	6.85
Gm5478	Predicted gene 5468	Unknown	6.54	7.24	5.97
BC117090	cDNA sequence BC1179090	Unknown	6.08	6.41	6.73
Gm5416	Predicted gene 5416	Unknown	5.97	7.70	6.08
1700012B09Rik	RIKEN cDNA 1700012B09 gene	Unknown	5.69	6.31	4.70
Gsdmc2	Gasdermin c2	Unknown	5.34	5.53	7.09
Gm15056	predicted gene 15056	Unknown	5.09	5.52	6.89
AC125149.1		Unknown	2.33	2.77	7.97
Gm20625	predicted gene 20625	Unknown	Inf	Inf	—
Gm9458	predicted gene 9458	Unknown	Inf	Inf	—
2010005H15Rik	RIKEN cDNA 2010005H15 gene	Unknown	Inf	4.85	—
Gm15729	Predicted gene 15729	Unknown	Inf	4.82	—
Gm10634	Predicted gene 10634	Unknown	Inf	4.33	—
4930519G04Rik	RIKEN cDNA 4930519G04 gene	Unknown	4.13	Inf	—
AC168977.1		Unknown	—	4.48	Inf
Psg18	pregnancy specific glycoprotein 18	Unknown	—	4.43	Inf
Gm13571	Predicted gene 13571	Unknown	—	Inf	4.17
Gm12253	Predicted gene 12253	Unknown	—	Inf	4.13
Gm11216	Predicted gene 11216	Unknown	—	Inf	3.51
Gm26686	predicted gene, 26686	Unknown	—	Inf	2.94
Gm14461	Predicted gnee 14461	Unknown	—	Inf	2.94
Gm11698	predicted gene 11698	Unknown	4.89	—	—

^1^Top 50 genes with greatest increase of LFC comparing infected ears to uninfected ears from challenged mice for each time point represented.

^2^Function determined via Entrez (www.ncbi.nlm.nih.gov) or Uniprot (www.uniprot.org).

^3^LFC = Log Fold Change.

**Table 2:** Top Genes with Significantly Increased Transcript Levels Systemically During SSTI^1^.

Symbol	Gene Name	Function^2^	LFC^3^		
			Day 1	Day 4	Day 7
***Immune Function***					
Cxcl2	chemokine (C-X-C motif) ligand 2	Chemokine	2.54	3.31	1.74
Cxcl3	chemokine (C-X-C motif) ligand 3	Chemokine	2.29	3.09	2.29
Irg1	immunoresponsive gene 1	Suppression of inflammation	2.17	3.35	1.95
S100a9	S100 calcium binding protein A9 (calgranulin B)	Component of calprotectin; regulation of immune response	1.19	1.77	—
IL-1b	interleukin 1 beta	Pro-inflammatory cytokine	—	1.65	1.37
Saa3	serum amyloid A 3	Acute phase protein	2.38	—	—
Crnn	cornulin	May play role in epithelial immune response	2.29	—	—
Cd8b1	CD8 antigen, beta chain 1	Coreceptor on cytotoxic T cells	2.10	—	—
Trem1	triggering receptor expressed on myeloid cells 1	Inflammation	—	2.86	—
Ccl20	chemokine (C-C motif) ligand 20	Chemotactic for lymphocytes	—	—	3.23
IL-20	interleukin 20	Cytokine	—	—	3.05
Retnlg	resistin like gamma	Potentially inflammatory hormone	—	—	2.10
Cxcl1	chemokine (C-X-C motif) ligand 1	Chemokine	—	—	2.05
Clec4e	C-type lectin domain family 4, member e	Pathogen receptor	—	—	1.96
Ccl4	chemokine (C-C motif) ligand 4	Chemokine	—	—	1.83
Chil1	chitinase-like 1	Potentially inflammatory	—	—	1.48
Tnf	tumor necrosis factor	Pro-inflammatory cytokine	—	—	1.43
Slfn4	schlafen 4	Immune cell development	—	—	1.38
Fos	FBJ osteosarcoma oncogene	Cellular development/inflammation in skin	—	—	1.15
Defb6	defensin beta 6	Antimicrobial	—	—	1.05
***Metabolism/Cell Proliferation/Regulation***					
mt-Co2	mitochondrially encoded cytochrome c oxidase II	Respiratory chain	—	2.75	1.13
mt-Atp6	mitochondrially encoded ATP synthase 6	ATP synthesis	—	2.74	1.12
mt-Co3	mitochondrially encoded cytochrome c oxidase III	Respiratory chain	—	2.74	1.12
Csn3	casein kappa	Stabilizes micelles	Inf	—	—
Kcne1	potassium voltage-gated channel, Isk-related subfamily, member 1	Potassium transport	3.11	—	—
Sct	secretin	Hormone	2.96	—	—
Slc5a5	solute carrier family 5 (sodium iodide symporter), member 5	Iodine uptake	2.30	—	—
Slc4a1	solute carrier family 4 (anion exchanger), member 1	Anion exchange in erythrocytes	2.21	—	—
Crisp1	cysteine-rich secretory protein 1	Sperm-egg fusion	2.17	—	—
Kcnk16	potassium channel, subfamily K, member 16	Outward rectifying potassium channel	2.14	—	—
Cldn14	claudin 14	Tight junction protein	2.11	—	—
mt-Tc	mitochondrially encoded tRNA cysteine	RNA gene	—	5.14	—
mt-Nd4l	mitochondrially encoded NADH dehydrogenase 4L	Electron transport	—	4.72	—
mt-Atp8	mitochondrially encoded ATP synthase 8	Electron transport	—	4.36	—
Aldoart2	aldolase 1 A, retrogene 2	Glyocolysis	—	3.84	—
Pon1	paraoxonase 1	Enzyme	—	2.45	—
Galnt2	UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 2	Protein glycosylation	—	2.21	—
mt-Nd3	mitochondrially encoded NADH dehydrogenase 3	Respiratory chain	—	2.13	—
Adrb3	adrenergic receptor, beta 3	Regulation of lipolysis	—	2.11	—
Thrsp	thyroid hormone responsive	Regulation of lipogenesis	—	1.83	—
Chat	choline acetyltransferase	Acetylcholine production	—	1.59	—
Gsdma3	gasdermin A3	Pro-apoptotic	—	—	1.35
Syt4	synaptotagmin IV	Cellular transport	—	—	1.01
Gpr128	G protein-coupled receptor 128	Receptor	*-3*.*42*	2.37	—
Rpph1	ribonuclease P RNA component H1	Endonuclease	—	3.83	*-3*.*25*
Rnu3a	U3A small nuclear RNA	Non-coding RNA	—	3.10	*-2*.*43*
Snord17	small nucleolar RNA, C/D box 17	Non-coding RNA	—	3.07	*-2*.*60*
Rn7sk	RNA, 7SK, nuclear	Pre-mRNA processing	—	3.02	*-2*.*59*
Yam1	YY1 associated myogenesis RNA 1	Non-coding RNA	—	1.95	*-1*.*57*
Gys2	glycogen synthase 2	Glycogen production	—	1.85	*-1*.*86*
Lars2	leucyl-tRNA synthetase, mitochondrial	tRNA synthesis	—	1.83	*-1*.*41*
***Epidermal Formation***					
Krtap20-2	keratin associated protein 20–2	Hair formation	3.34	—	—
Krt72	keratin 72	Hair formation	3.02	—	—
Krtap9-5	keratin associated protein 9–5	Hair formation	2.83	—	—
Krtap31-2	keratin associated protein 31–2	Hair formation	2.72	—	—
Krt26	keratin 26	Hair formation	2.59	—	—
Krtap4-2	keratin associated protein 4–2	Hair formation	2.56	—	—
Krt28	keratin 28	Hair formation	2.47	—	—
Krtap4-13	keratin associated protein 4–13	Hair formation	2.47	—	—
Krtap31-1	keratin associated protein 31–1	Hair formation	2.40	—	—
Krt74	keratin 74	Hair formation	2.33	—	—
Tchhl1	trichohyalin-like 1	Hair formation	2.23	—	—
Krtap4-9	keratin associated protein 4–9	Hair formation	2.18	—	—
Krt27	keratin 27	Epithelial cytoskeleton	2.17	—	—
Tchh	trichohyalin	Epithelial tissue strength	2.14	—	—
Padi1	peptidyl arginine deiminase, type I	Epidermal differentiation	2.02	—	—
Fgf5	fibroblast growth factor 5	Regulation of hair growth	2.01	—	—
Padi3	peptidyl arginine deiminase, type III	Modulates hair structural proteins	1.99	—	—
Krtap4-8	keratin associated protein 4–8	Hair formation	1.95	—	—
Stfa2l1	stefin A2 like 1	Epidermal development	—	2.35	—
Krtap19-1	keratin associated protein 19–1	Hair formation	—	1.60	—
***Unknown Function***					
Gm10243	predicted gene 10243	Unknown	—	2.85	1.64
Rps11-ps4	ribosomal protein S11, pseudogene 4	Pseudogene	—	2.27	1.50
Rpl19-ps1	ribosomal protein L19, pseudogene 1	Pseudogene	—	1.85	1.37
Gm8810	predicted gene 8810	Unknown	—	1.77	1.65
Gm9789	predicted gene 9789	Unknown	4.26	—	—
Gm11569	predicted gene 11569	Unknown	4.25	—	—
Gm14180	predicted gene 14180	Unknown	3.64	—	—
Gm11564	predicted gene 11564	Unknown	3.62	—	—
Gm11554	predicted gene 11554	Unknown	3.61	—	—
D130052B06Rik	RIKEN cDNA D130052B06 gene	Unknown	3.37	—	—
Gm14182	predicted gene 14182	Unknown	3.23	—	—
1110057P08Rik	RIKEN cDNA 1110057P08 gene	Unknown	3.07	—	—
Gm6358	predicted gene 6358	Unknown	2.98	—	—
Gm11596	predicted gene 11596	Unknown	2.87	—	—
Gm7735	predicted gene 7735	Unknown	2.69	—	—
Gm5278	predicted pseudogene 5278	Unknown	2.67	—	—
Gm10061	predicted gene 10061	Unknown	2.48	—	—
2300002M23Rik	RIKEN cDNA 2300002M23 gene	Unknown	2.21	—	—
Gm11595	predicted gene 11595	Unknown	2.08	—	—
Crym	crystallin, mu	Unknown	2.04	—	—
Gm11563	predicted gene 11563	Unknown	1.93	—	—
Gm14513	predicted gene 14513	Unknown	—	4.30	—
Mup-ps22	major urinary protein, pseudogene 22	Pseudogene	—	3.56	—
Rps13-ps1	ribosomal protein S13, pseudogene 1	Pseudogene	—	3.46	—
Gm5483	predicted gene 5483	Unknown	—	2.79	—
Gm12883	predicted gene 12883	Unknown	—	2.69	—
Mup18	major urinary protein 18	Unknown	—	2.40	—
Gm14323	predicted gene 14323	Unknown	—	—	2.02
Rpl31-ps16	ribosomal protein L31, pseudogene 16	Pseudogene	—	—	1.84
Rps15a-ps3	ribosomal protein S15A, pseudogene 3	Pseudogene	—	—	1.84
Gm10132	predicted gene 10132	Unknown	—	—	1.83
Slpi	secretory leukocyte peptidase inhibitor	Unknown	—	—	1.82
Gm13675	predicted gene 13675	Unknown	—	—	1.70
Gm5453	predicted gene 5453	Unknown	—	—	1.70
Calr-ps	calreticulin, pseudogene	Pseudogene	—	—	1.34
Rpl31-ps11	ribosomal protein L31, pseudogene 11	Pseudogene	—	—	1.33
Gm8080	predicted gene 8080	Unknown	—	—	1.20
Gm12482	predicted gene 12482	Unknown	—	—	1.14
Rpl13-ps3	ribosomal protein L13, pseudogene 3 [	Pseudogene	—	—	1.02
Gm12248	predicted gene 12248	Unknown	*-1*.*06*	—	1.21
Gm24407	predicted gene, 24407	Unknown	2.19	4.66	*-4*.*01*
Gm24265	predicted gene, 24265	Unknown	1.74	4.93	*-3*.*54*
Rprl3	ribonuclease P RNA-like 3	Unknown	—	Inf	*-3*.*14*
Gm14279	predicted gene 14279	Unknown	*-1*.*65*	5.34	—
Gm24270	predicted gene, 24270	Unknown	—	2.77	*-1*.*88*
Gm24187	predicted gene, 24187	Unknown	—	2.49	*-2*.*47*
Gm23935	predicted gene, 23935	Unknown	—	3.55	*-2*.*31*
Gm15564	predicted gene 15564	Unknown	—	2.21	*-1*.*31*
BC100530	cDNA sequence BC100530	Unknown	*-1*.*74*	1.62	*-1*.*18*

^1^Top 50 genes with greatest increase of LFC comparing uninfected ears from challenged mice to naïve mice for each time point represented; for Day 7, all genes with significant levels of transcript increases are listed.

^2^Function determined via Entrez (www.ncbi.nlm.nih.gov) or Uniprot (www.uniprot.org)

^3^LFC = Log Fold Change

Italicized values indicate transcripts are significantly decreased at the indicated time point.

**Table 3:** Top Genes with Significantly Decreased Transcript Levels at the Site of SSTI^1^.

Symbol	Gene Name	Function^2^	LFC^3^		
			Day 1	Day 4	Day 7
***Immune Function***					
Fcer2a	Fc receptor, IgE, low affinity II, alpha polypeptide	Receptor for IgE; B cell differentiation	-1.61	-1.87	-1.50
Serpinb1c	serine (or cysteine) peptidase inhibitor, clade B, member 1c	Inhibits neutrophil-derived proteinases	—	-1.11	-1.65
Marco	macrophage receptor with collagenous structure	Pattern recognition receptor	—	-1.61	—
Bpifb2	BPI fold containing family B, member 2	LPS binding	—	—	-2.10
Lyg2	lysozyme G-like 2	cleaves peptidoglycan	—	—	-1.67
***Metabolism/Cell Proliferation/Regulation***					
Inmt	indolethylamine N-methyltransferase	Indole N-methylation	-4.40	-1.63	-1.33
Nell2	NEL-like 2	Protein kinase C binding	-1.81	-1.81	-1.60
Cyp11b1	cytochrome P450, family 11, subfamily b, polypeptide 1	Conversion of progesterone to cortisol	-1.45	-1.88	-2.04
Sost	sclerostin	Negative regulator of bone growth	-3.43	-2.06	—
Mrgprg	MAS-related GPR, member G	Pain sensation/modulation	-3.22	-1.65	—
Gkn3	gastrokine 3	May inhibit gastric cell proliferation	-3.05	-1.63	—
Spock3	sparc/osteonectin, cwcv and kazal-like domains proteoglycan 3	Inhibition of matrix metalloproteinase processing	-2.96	-1.82	—
Hrk	harakiri, BCL2 interacting protein (contains only BH3 domain)	Pro-apoptotic	-2.64	-2.19	—
Thrsp	thyroid hormone responsive	Regulation of lipogenesis	-2.35	-1.18	—
Mettl11b	methyltransferase like 11B	Methyltransferase	-2.25	-1.95	—
Cntnap2	contactin associated protein-like 2	Neurogenesis	-2.23	-1.59	—
Gucy2f	guanylate cyclase 2f [Source:MGI Symbol;Acc:MGI:105119]	cGMP resynthesis	-1.49	-1.87	—
Ms4a10	membrane-spanning 4-domains, subfamily A, member 10	Signal transduction	-1.35	-1.61	—
Sun5	Sad1 and UNC84 domain containing 5	Spermatogenesis	—	-4.05	-2.29
Myl3	myosin, light polypeptide 3	Light chain of myosin	—	-2.03	-1.45
Ptgds	prostaglandin D2 synthase (brain)	Prostaglandin synthesis	—	-1.97	-1.22
Oxct2b	3-oxoacid CoA transferase 2B	Metabolism	-3.91	—	—
Gmnc	geminin coiled-coil domain containing	Regulation of DNA replication	-3.35	—	—
Odf4	outer dense fiber of sperm tails 4	Spermatogenesis	-3.27	—	—
Cntn4	contactin 4	Neuronal development	-2.72	—	—
Rergl	RERG/RAS-like	GTPase	-2.67	—	—
Mettl21e	methyltransferase like 21E	Lysine methyltransferase	-2.65	—	—
Prss51	protease, serine 51	Endopeptidase	-2.57	—	—
Mylk4	myosin light chain kinase family, member 4	Muscle development	-2.55	—	—
Unc5d	unc-5 homolog D (C. elegans)	Netrin receptor; may be required for apoptosis	-2.52	—	—
Mrgprh	MAS-related GPR, member H	G protein coupled receptor	-2.47	—	—
Olfr1420	olfactory receptor 1420	Sensory perception of smell	-2.44	—	—
Abca6	ATP-binding cassette, sub-family A (ABC1), member 6	Probable transporter	-2.40	—	—
Fhl5	four and a half LIM domains 5	Transcriptional activator	-2.30	—	—
Nlgn1	neuroligin 1	Synapse formation	-2.26	—	—
Ocm	oncomodulin	Calcium binding regulator	-2.24	—	—
Kcnt1	potassium channel, subfamily T, member 1	Potassium transport	-2.21	—	—
Ky	kyphoscoliosis peptidase	Muscle growth	-2.21	—	—
mt-Atp8	mitochondrially encoded ATP synthase 8	Electron transport	—	-5.32	—
mt-Co3	mitochondrially encoded cytochrome c oxidase III	Electron transport	—	-3.73	—
mt-Co2	mitochondrially encoded cytochrome c oxidase II	Electron transport	—	-3.49	—
Aldoart2	aldolase 1 A, retrogene 2	Glyocolysis	—	-3.32	—
mt-Tc	mitochondrially encoded tRNA cysteine	RNA gene	—	-3.06	—
mt-Atp6	mitochondrially encoded ATP synthase 6	ATP synthesis	—	-3.02	—
mt-Nd3	mitochondrially encoded NADH dehydrogenase 3	Respiratory chain	—	-2.76	—
Dbx1	developing brain homeobox 1	Neurogenesis	—	-2.74	—
Efcab6	EF-hand calcium binding domain 6	Negatively regulates androgen receptor	—	-1.82	—
Myl2	myosin, light polypeptide 2, regulatory, cardiac, slow	Muscle development	—	-1.64	—
Kif12	kinesin family member 12	Intracellular transport	—	—	-2.17
Lrp1b	low density lipoprotein-related protein 1B (deleted in tumors)	Cell surface protein that may bind ligands for endocytosis	—	—	-2.01
Actbl2	actin, beta-like 2	Cell motility	—	—	-1.94
***Epidermal Formation***					
Ros1	Ros1 proto-oncogene	Epithelial cell differentiation	-2.19	-2.26	-2.04
Krt24	keratin 24	Epithelial cytoskeleton	—	-1.68	-1.66
Krtap11-1	keratin associated protein 11–1	Hair formation	—	-1.05	-1.65
Krtap26-1	keratin associated protein 26–1	Hair formation	—	-1.05	-1.60
Krtap4-8	keratin associated protein 4–8	Hair formation	—	-1.03	-1.65
Krtap4-13	keratin associated protein 4–13	Hair formation	—	—	-2.04
Krtap12-1	keratin associated protein 12–1	Hair formation	—	—	-1.95
Krtap16-1	keratin associated protein 16–1	Hair formation	—	—	-1.87
Krtap24-1	keratin associated protein 24–1	Hair formation	—	—	-1.75
Krt82	keratin 82	Hair formation	—	—	-1.72
Krtap10-4	keratin associated protein 10–4	Hair formation	—	—	-1.69
Krtap4-9	keratin associated protein 4–9	Hair formation	—	—	-1.69
Krtap10-10	keratin associated protein 10–10	Hair formation	—	—	-1.65
Krtap1-3	keratin associated protein 1–3	Hair formation	—	—	-1.62
Krtap1-4	keratin associated protein 1–4	Hair formation	—	—	-1.62
Krtap5-5	keratin associated protein 5–5	Hair formation	—	—	-1.60
***Unknown Function***					
4921504E06Rik	RIKEN cDNA 4921504E06 gene	Unknown	-2.27	-2.25	-1.98
1190003K10Rik	RIKEN cDNA 1190003K10 gene	Unknown	-1.98	-1.74	-1.50
Gm4810	predicted gene 4810	Unknown	-1.90	-2.53	-2.30
5430427M07Rik	RIKEN cDNA 5430427M07 gene	Unknown	-1.74	-1.79	-1.23
Fam150b	family with sequence similarity 150, member B	Unknown	-2.19	-1.60	—
Serpina4-ps1	serine (or cysteine) peptidase inhibitor, clade A, member 4, pseudogene 1	Pseudogene	-1.67	-1.70	—
Smim18	small integral membrane protein 18	Unknown	-1.57	-2.11	—
Fam196b	family with sequence similarity 196, member B	Unknown	-1.40	-1.69	—
2410137M14Rik	RIKEN cDNA 2410137M14 gene	Unknown	-1.29	-1.63	—
Gm11433	predicted gene 11433	Unknown	—	-1.80	-1.91
Gm8810	predicted gene 8810	Unknown	—	-1.67	1.00
Gm11564	predicted gene 11564	Unknown	—	-1.55	-2.39
2310005G13Rik	RIKEN cDNA 2310005G13 gene	Unknown	—	-1.53	-1.59
Gm11568	predicted gene 11568	Unknown	—	-1.03	-1.64
1700019B03Rik	RIKEN cDNA 1700019B03 gene	Unknown	-1.27	—	-1.68
Arrdc5	arrestin domain containing 5	Unknown	-3.95	—	—
Gm13441	predicted gene 13441	Unknown	-3.56	—	—
Gm17025	predicted gene 17025	Unknown	-3.47	—	—
A330094K24Rik	RIKEN cDNA A330094K24 gene	Unknown	-3.25	—	—
Tsga13	testis specific gene A13	Unknown	-3.01	—	—
Gm13273	predicted gene 13273	Unknown	-2.85	—	—
Gm1305	predicted gene 1305	Unknown	-2.83	—	—
Gm14411	predicted gene 14411	Unknown	-2.78	—	—
Teddm1	transmembrane epididymal protein 1	Unknown	-2.60	—	—
Gm27195	predicted gene 27195	Unknown	-2.59	—	—
A230108P19Rik	RIKEN cDNA A230108P19 gene	Unknown	-2.56	—	—
Gm9947	predicted gene 9947	Unknown	-2.56	—	—
1700018A04Rik	RIKEN cDNA 1700018A04 gene	Unknown	-2.47	—	—
Prr32	proline rich 32	Unknown	-2.39	—	—
BB218582	expressed sequence BB218582	Unknown	-2.39	—	—
1700119I11Rik	RIKEN cDNA 1700119I11 gene	Unknown	-2.38	—	—
1600029O15Rik	RIKEN cDNA 1600029O15 gene	Unknown	-2.34	—	—
Lrrc30	leucine rich repeat containing 30	Unknown	-2.32	—	—
Tcerg1l	transcription elongation regulator 1-like	Unknown	-2.23	—	—
Gm14513	predicted gene 14513	Unknown	—	-5.22	—
Gm5590	predicted gene 5590	Unknown	—	-4.83	—
Mup-ps22	major urinary protein, pseudogene 22	Pseudogene	—	-3.13	—
Rps13-ps1	ribosomal protein S13, pseudogene 1	Pseudogene	—	-2.86	—
Rpl31-ps16	ribosomal protein L31, pseudogene 16	Pseudogene	—	-2.49	—
Rps11-ps4	ribosomal protein S11, pseudogene 4	Pseudogene	—	-2.42	—
Rpl19-ps1	ribosomal protein L19, pseudogene 1	Pseudogene	—	-2.01	—
Gm17597	predicted gene, 17597	Unknown	—	-1.72	—
Gm14279	predicted gene 14279	Unknown	*2*.*08*	-1.86	*4*.*76*
Gm11571	predicted gene 11571	Unknown	—	—	-2.73
G630018N14Rik	RIKEN cDNA G630018N14 gene	Unknown	—	—	-2.03
Gm9507	predicted gene 9507	Unknown	—	—	-1.94
Fam26d	family with sequence similarity 26, member D	Unknown	—	—	-1.93
Gm3250	predicted gene 3250	Unknown	—	—	-1.93
Gm7579	predicted gene 7579	Unknown	—	—	-1.84
Gm10100	predicted gene 10100	Unknown	—	—	-1.81
Gm11555	predicted gene 11555	Unknown	—	—	-1.79
Gm3233	predicted gene 3233	Unknown	—	—	-1.78
Gm7138	predicted gene 7138	Unknown	—	—	-1.77
Gm19402	predicted gene, 19402	Unknown	—	—	-1.75
Gm11567	predicted gene 11567	Unknown	—	—	-1.74
Gm2431	predicted gene 2431	Unknown	—	—	-1.73
Gm4559	predicted gene 4559	Unknown	—	—	-1.69
Gm3238	predicted gene 3238	Unknown	—	—	-1.62
Gm11596	predicted gene 11596	Unknown	—	—	-1.61
Gm10318	predicted gene 10318	Unknown	—	—	-1.56
Cdh7	cadherin 7, type 2	Adhesion	-Inf	—	—
Dlx6os2	distal-less homeobox 6, opposite strand 2	Unknown	-Inf	—	—
mt-Nd4l	mitochondrially encoded NADH dehydrogenase 4L		—	-Inf	—

^1^Top 50 genes with greatest negative change in LFC when comparing infected ears to uninfected ears from challenged mice for each time point represented

^2^Function determined via Entrez (www.ncbi.nlm.nih.gov) or Uniprot (www.uniprot.org)

^3^LFC = Log Fold Change

Italicized values indicate transcripts are significantly increased at the indicated time point.

**Table 4:** Top Genes with Significantly Decreased Transcript Levels Systemically During SSTI^1^.

Symbol	Gene Name	Function^2^	LFC^3^		
			Day 1	Day 4	Day 7
***Immune Function***					
Serpinb3a	serine (or cysteine) peptidase inhibitor, clade B (ovalbumin), member 3A	May modulate immune response and apoptosis	-2.80	*1*.*02*	—
Spon2	spondin 2, extracellular matrix protein	Adhesin; can function as opsonin for phagocytosis of bacteria	-1.04	—	—
Glycam1	glycosylation dependent cell adhesion molecule 1	Ligand for L-selectin	—	—	-4.55
Ighg2c	immunoglobulin heavy constant gamma 2C	Immunoglobulin	—	—	-3.62
Reg3g	regenerating islet-derived 3 gamma	Anti-bacterial C-type lectin	—	—	-3.27
Pax5	paired box 5	B cell differentiation	—	—	-3.16
Igkc	immunoglobulin kappa constant	Immunoglobulin	—	—	-2.81
Chil4	chitinase-like 4	Chemotactic for eosinophils; potentially inflammatory	—	—	-2.97
Ms4a1	membrane-spanning 4-domains, subfamily A, member 1	Regulation of B cell activation/proliferation	—	—	-2.34
Hamp2	hepcidin antimicrobial peptide 2	Antimicrobial; iron storage regulation	—	—	-2.18
Cd22	CD22 antigen	Mediates B-B cell interactions	—	—	-1.94
Cd99	CD99 antigen	T cell adhesion	—	—	-1.19
***Metabolism/Cell Proliferation/Regulation***					
Gpr128	G protein-coupled receptor 128	Receptor	-3.42	*2*.*37*	—
Serpina3k	serine (or cysteine) peptidase inhibitor, clade A, member 3K	Protease inhibitor	-3.24	—	—
Jakmip2	janus kinase and microtubule interacting protein 2	Structural scaffold of Golgi	-2.48	—	—
Otor	otoraplin	Cartilage development	-2.19	—	—
Spink8	serine peptidase inhibitor, Kazal type 8	Serine protease inhibitor	-1.93	—	—
Akr1c19	aldo-keto reductase family 1, member C19	Metabolism	-1.89	—	—
Mmp13	matrix metallopeptidase 13	Extracellular matrix degradation	-1.65	—	—
Epyc	epiphycan	Bone/cartilage formation	-1.20	—	—
Sfrp4	secreted frizzled-related protein 4	Regulation of cell growth	-1.09	—	—
Cyp26a1	cytochrome P450, family 26, subfamily a, polypeptide 1	Retinoic acid metabolism	-1.03	—	—
Akr1c18	aldo-keto reductase family 1, member C18	Metabolism	-1.02	—	—
Cyp2a5	cytochrome P450, family 2, subfamily a, polypeptide 5	Metabolism	—	-1.58	—
Nr1h4	nuclear receptor subfamily 1, group H, member 4	Transcription factor	*1*.*49*	-1.46	—
Serpina3j	serine (or cysteine) peptidase inhibitor, clade A, member 3J	Protease inhibitor	—	-1.05	—
Rpph1	ribonuclease P RNA component H1	tRNA formation	—	*3*.*83*	-3.25
Gdf7	growth differentiation factor 7	Neuronal development	—	—	-2.94
Reg1	regenerating islet-derived 1	Metabolism	—	—	-2.85
Snord17	small nucleolar RNA, C/D box 17	Non-coding RNA	—	*3*.*07*	-2.60
Rn7sk	RNA, 7SK, nuclear	Non-coding RNA	—	*3*.*06*	-2.59
Bsnd	Bartter syndrome, infantile, with sensorineural deafness (Barttin)	Chloride channel formation	—	—	-2.45
Rnu3a	U3A small nuclear RNA	Non-coding RNA	—	*3*.*10*	-2.43
Pyy	peptide YY	Reduces pancreatic secretions; vasoconstrictory	—	—	-2.39
Serpinb6e	serine (or cysteine) peptidase inhibitor, clade B, member 6e	Inner ear; protects against lysosomal leakage during stress	—	—	-1.96
Gys2	glycogen synthase 2	Glycogen synthesis	—	*1*.*85*	-1.86
Yam1	YY1 associated myogenesis RNA 1	Non-coding RNA	—	*1*.*95*	-1.57
Ntrk1	neurotrophic tyrosine kinase, receptor, type 1	Nervous system development	—	—	-1.48
Lars2	leucyl-tRNA synthetase, mitochondrial	tRNA formation	—	*1*.*83*	-1.41
Hist1h2al	histone cluster 1, H2al	Nucleosome component	—	—	-1.38
Scand1	SCAN domain-containing 1	Transcriptional regulator	—	—	-1.38
***Epidermal Development***					
H60c	histocompatibility 60c	Epithelial integrity	-1.01	—	—
Stfa2	stefin A2	Cysteine protease inhibitor/Epidermal development	—	—	-1.65
Krt6b	keratin 6B	Epithelial development	—	—	-1.50
Sprr1b	small proline-rich protein 1B	Keratinocyte protein	—	—	-1.07
***Unknown***					
Cyp2g1	cytochrome P450, family 2, subfamily g, polypeptide 1	Pseudogene	—	-2.81	-2.31
Gm8221	predicted gene 8221	Unknown	—	-2.50	-2.20
Sprr2a2	small proline-rich protein 2A2	Unknown	-2.06	—	-3.41
Gsdmc	gasdermin C	Unknown	-1.89	—	-2.03
Sprr2a3	small proline-rich protein 2A3	Unknown	-1.86	—	-2.10
BC100530	cDNA sequence BC100530	Unknown	-1.74	*1*.*62*	-1.20
Mup9	major urinary protein 9	Unknown	—	*1*.*05*	-1.36
Gm5478	predicted pseudogene 5478	Unknown	—	—	-1.34
Gm6484	predicted gene 6484	Unknown	—	—	-1.34
Gm15564	predicted gene 15564	Unknown	—	*2*.*21*	-1.31
TMEM134	transmembrane protein 134 (Tmem134), transcript variant 1, mRNA	Unknown	—	—	-1.30
2610528A11Rik	RIKEN cDNA 2610528A11 gene	Unknown	—	—	-1.27
Rps2-ps10	ribosomal protein S2, pseudogene 10	Pseudogene	—	—	-1.21
Apol11b	apolipoprotein L 11b	Unknown	-3.04	—	—
Gm14279	predicted gene 14279	Unknown	-1.65	*5*.*34*	—
Gm12248	predicted gene 12248	Unknown	-1.07	—	*1*.*21*
Rps8-ps2	ribosomal protein S8, pseudogene 2	Pseudogene	—	-3.71	—
Rpl15-ps2	ribosomal protein L15, pseudogene 2	Pseudogene	—	-2.08	—
Gm9581	predicted gene 9581	Unknown	—	-1.38	—
Apol9a	apolipoprotein L 9a	Unknown	—	-1.25	—
Gm24407	predicted gene, 24407	Unknown	*2*.*19*	*4*.*66*	-4.01
Gsdmc2	gasdermin C2	Unknown	—	—	-3.89
Gm25360	predicted gene, 25360	Unknown	—	—	-3.81
Gm24265	predicted gene, 24265	Unknown	*1*.*74*	*4*.*93*	-3.54
Rprl3	ribonuclease P RNA-like 3	Unknown	—	*Inf*	-3.14
Gm19980	predicted gene, 19980	Unknown	—	—	-2.49
Gm24187	predicted gene, 24187	Unknown	—	*2*.*49*	-2.47
Akr1cl	aldo-keto reductase family 1, member C-like	Unknown	—	—	-2.43
Mup7	major urinary protein 7	Unknown	—	—	-2.36
Gm23935	predicted gene, 23935	Unknown	—	*3*.*54*	-2.31
Gm4841	predicted gene 4841	Unknown	—	—	-1.95
BC117090	cDNA sequence BC1179090	Unknown	—	—	-1.95
Gm24270	predicted gene, 24270	Unknown	—	*2*.*77*	-1.88
Gm26917	predicted gene, 26917	Unknown	—	—	-1.58
Gm21887	predicted gene, 21887	Unknown	—	—	-1.45

^1^All genes that had a significantly decreased LFC when comparing uninfected ears from challenged mice to naïve mice are listed.

^2^Function determined via Entrez (www.ncbi.nlm.nih.gov) or Uniprot (www.uniprot.org)

^3^LFC = Log Fold Change

Italicized values indicate transcripts are significantly increased at the indicated time point.

### Upstream Regulator Analysis

In order to identify which signaling pathways were potentially activated or repressed during *S*. *aureus* SSTI, we used the Upstream Regulator Analytic (URA) of IPA (Ingenuity Systems, www.ingenuity.com). This software evaluates the overlap among experimentally derived gene lists and the Ingenuity Knowledge Base, a comprehensive database of genetic data containing approximately 5 million findings manually selected from the scientific literature or third party databases [18]. URA calculates the statistical significance of the overlap between the experimental dataset and the database’s regulatory pathways and reports a *p* value using Fisher’s Exact Test. URA also analyzes the direction of the differential gene expression to predict the activation or repression of these pathways (for example, if Regulator X is reported in the literature to cause up-regulation of genes A, B, C, and D, and these four genes are found experimentally to have significantly increased transcript levels, URA will predict the pathway regulated by X is activated; if genes A, B, C, and D have significantly decreased transcript levels, URA will predict the pathway is inhibited) and reports an Activation Z-score. Activation Z-scores ≥2 are considered “activated” and scores ≤2 are considered “inhibited”.

### Sequencing Data Access

All raw sequencing reads have been submitted to the NCBI Sequence Read Archive (http://www.ncbi.nlm.nih.gov/sra) under the accession number SRP040121. The processed gene expression data have been submitted to the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE56227.

### Western Blotting

Ears were harvested as indicated above and placed into 1 mL of lysis buffer (5 mM Tris pH 8, 150 mM NaCl, 1% NP-40 [Surfact-Amps, ThermoFisher], 1x protease inhibitor cocktail [Halt, ThermoFisher]) on ice, and then homogenized. Ear homogenates were centrifuged at 12000 × *g* for 10 minutes. The protein concentration of the supernatants was determined using BCA (Pierce BCA Protein Assay Kit, ThermoFisher), and lysates were kept at -80°C until use.

For Western blots, 15 μg total protein content per lane was resolved on 10–20% Tris-Glycine gels (Novex, ThermoFisher) or 4–12% Bis-Tris gels (NuPage, ThermoFisher). Proteins were transferred to nitrocellulose using the iBlot system and blots were blocked for 1 hour with 5% milk in TBS with 0.1% Tween 20 (TBS-T) or PBS with 0.1% Tween 20 (PBS-T) at RT with gentle shaking. Blots were then incubated with primary antibodies (anti-IL1β Mouse mAb #12242, Cell Signaling Technology, Danvers, MA; anti-S100A8/Calgranulin A pAb sc-8112, anti-S100A8/Calgranulin B pAB sc-8115, and anti-GAPDH pAb sc-20357, Santa Cruz Biotechnology, Dallas, TX) overnight at 4°C in TBS-T with 5% BSA (IL-1β, S100A9, and GAPDH), or for 1 hour at RT in PBS-T with 5% milk (S100A8). Blots were washed three times for 10 minutes each in TBS-T or PBS-T, and then incubated with HRP-conjugated goat anti-mouse IgG (IL-1β; KPL, Gaithersburg, MD) or donkey anti-goat IgG (S100A8, S100A9, and GAPDH; Santa Cruz Biotechnology) diluted in TBS-T or PBS-T for one hour at RT. Blots were imaged using ECL (GE Healthcare, Pittsburgh, PA).

## Results

### RNA-Seq of murine skin during *S*. *aureus* SSTI

We compared cDNA profiles of infected and uninfected murine ears at one, four, and seven days post-challenge. 

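RNA from the infected left ear and the uninfected right ear of 3 challenged BALB/c mice and from the ears of 3 naïve mice was sequenced at each of Days 1, 4 and 7, which gives 27 libraries in 9 groups of 3. The authors deposited, for each library, the number of paired reads that TopHat aligned over each of 39179 genes, together with the same values as RPKM, which divide each count by the length of the gene and by the mapped reads. The reads were counted over whole gene spans, introns included, and a read was counted for each gene it overlapped, and the reads on genes came to more than the mapped reads in every complete library. In all 1845 pairs of genes in which a gene with a median of at least 200 reads lies inside another, 1235 of them on opposite strands, the outer gene had at least as many reads in each of the 22 complete libraries, as this way of counting gives. Gene coordinates are those of GRCm38, and gene symbols are from GENCODE mouse release 21. Mapped reads per library ranged from 154024445 to 205095116, with a median of 173279464. In 8 of the 30 deposited libraries, counts end partway through the genome, and every gene that starts after the stop is listed at 0. Among genes with a median of at least 200 reads, 0 of 53152 were at 0 before the stops. Genes that span or follow a stop were treated as not counted in that library, a choice made after the values had been seen. In the 27 libraries of known condition, the listed counts end after 21215 genes in the Day 1 uninfected ear of mouse 1, after 2953 and 21062 genes in the Day 4 infected ears of mice 1 and 3, and after 16628 genes in the Day 4 uninfected ear of mouse 2. They end after 3592 and 11518 genes in the Day 7 infected ears of mice 1 and 3, and after 15995 and 15525 genes in the Day 4 naïve ear of mouse 3 and the Day 7 naïve ear of mouse 1. Each comparison tested the genes counted in at least 2 ears of each group, with edgeR's quasi-likelihood test on counts normalized by TMM and library size, after edgeR's filter on low counts. Transcript levels are given as CPM, the counts divided by the library size after TMM normalization, on edgeR's scale, and the log2 fold change as LFC. As in the paper, a gene was called differentially expressed at an adjusted p-value under 0.01 and an LFC of at least 1 in either direction.

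**Figure D1:**
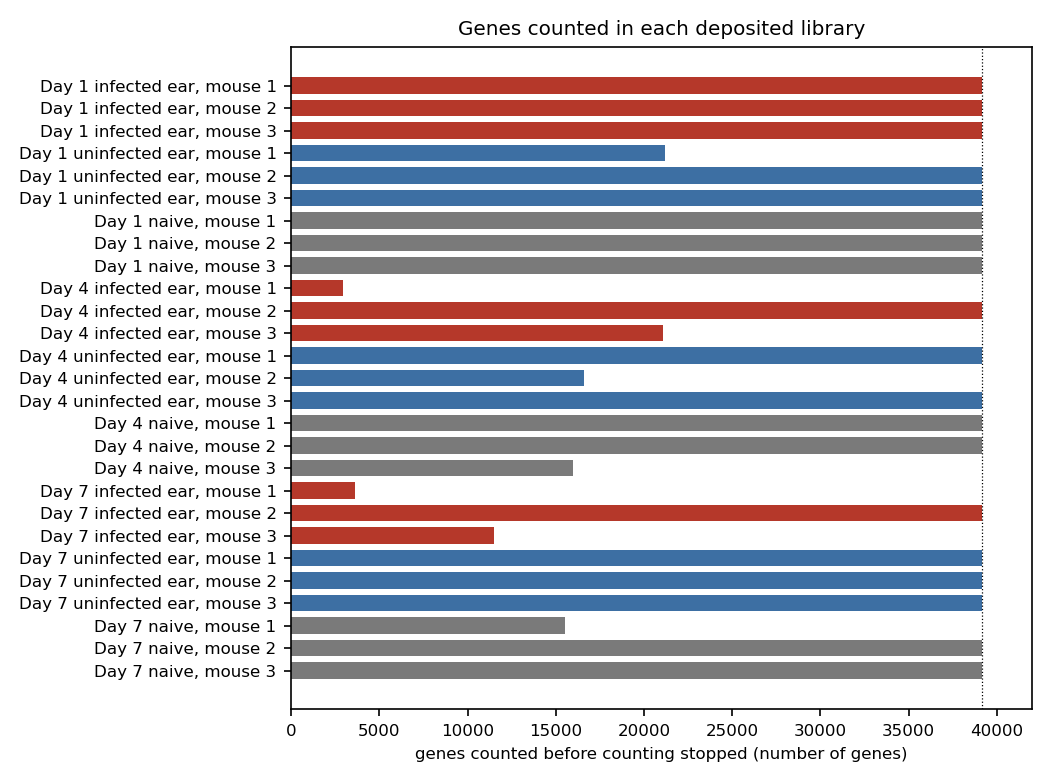
Number of genes counted in each of the 27 libraries of known condition, infected ears in red, uninfected ears in blue and naïve ears in gray, with all 39179 listed genes at the dotted line. The Day 4 and Day 7 infected ears of mouse 1 hold counts for 2953 and 3592 genes.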

Sequencing reads were aligned to the mouse genome and were analyzed as described in the Materials and Methods. We defined differentially expressed genes as having a minimum of two-fold change in expression (log_2_ fold change ≥1, *P* < 0.01) when comparing infected ears to uninfected ears from challenged mice to evaluate the local response at the site of infection, or when comparing uninfected ears from challenged mice to naïve mice to examine the systemic response.

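In infected ears compared to uninfected ears, 1493 of 23544 tested genes had increased transcript levels on Day 1, 581 of 13452 on Day 4 and 380 of 7322 on Day 7. These were 6.34%, 4.32% and 5.19% of the genes tested. Because of the incomplete counts, 53.8% of the listed genes were counted in at least 2 ears of each group on Day 4, and 29.4% on Day 7. The uninfected and infected ears share mice, as the paper states, and the numbers in the sample labels give the pairs. Ears of the same mouse deviated together from their group means, with a mean correlation across genes of 0.27 on Day 1 (13294 genes), 0.28 on Day 4 (2050 genes) and 0.42 on Day 7 (2429 genes). Of the 6 ways to match the 3 infected with the 3 uninfected ears, the labels gave the highest mean correlation on each day, and the next highest were 0.09, 0.06 and 0.15, a check added after seeing the data. With the replicate number as a block, 1409, 610 and 480 genes were increased on the 3 days, where the Day 4 fit covered 10959 genes. Such a fit kept, for each gene, only the mice with both ears counted. On Days 4 and 7 most tested genes were therefore paired in mice 2 and 3 alone. Leaving out 1 ear at a time gave between 695 and 1740 increased genes on Day 1, between 115 and 551 on Day 4 and between 149 and 356 on Day 7, where some of these fits covered fewer genes. The alternative that moved these numbers most, chosen after seeing the data, took the zeros after each stop as counts and left 83 increased genes on Day 1 and 0 on Days 4 and 7, where 55 and 91 genes had an unadjusted p-value under 0.05.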

We found 1477, 1298, and 1351 genes with significantly increased transcript levels in infected ears compared to non-infected ears from the same challenged mice at days one, four, and seven, respectively. There were 585 genes that exhibited significantly decreased transcript levels at the site of infection (comparing infected ears compared to uninfected ears from challenged mice) at Day 1, 195 at Day 4, and 143 at Day 7. 

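Decreased transcript levels were found for 462 of 23544 tested genes on Day 1, 68 of 13452 on Day 4 and 18 of 7322 on Day 7. In a fit with the replicate number as a block, which pairs the ears of each mouse, the numbers were 421, 81 (of 10959 tested genes) and 89. In these 3 comparisons the ears of the same mouse had the mean correlations of 0.27, 0.28 and 0.42 across genes that pair them by the labels. Leaving out 1 ear at a time gave between 110 and 969 decreased genes on Day 1, and sample quality weights gave 990. The genes with the largest changes were taken among those counted in all 6 ears, with every infected ear on the same side of every uninfected ear. The largest increase on Day 1 was at Gm9458 (ENSMUSG00000086726, chromosome 1, 30986225 to 30986953), with 0.680 ± 0.332 CPM (SD, n = 3) in infected ears and none detected in uninfected ears. Its LFC was 9.84 (adjusted p = 0.00129). With no reads in the uninfected ears, the size of this LFC cannot be measured, and neither can its rank. Gm9458 was followed by Slc32a1, with an LFC of 9.70 (adjusted p = 0.00150), and Acod1, with 8.76 (adjusted p = 0.000146). The largest decreases on Day 1 were at Odf4, with an LFC of -3.92 (adjusted p = 0.000877), Sost, with -3.64 (adjusted p = 0.000795), and Arrdc5, with -2.93 (adjusted p = 0.00120). On Day 4 the largest increases were at Il17a (9.76), Gm9458 (7.92) and Il24 (7.73), each number being an LFC. No reads of Il17a were counted in the uninfected ears that day, so the size and rank of its LFC cannot be measured. The largest decreases were LFC values of -1.95 at Mettl11b, -1.90 at Ros1 and -1.33 at Atp1a4. On Day 7 the LFC was 6.63 at Il24, 6.32 at Il19 and 5.80 at Serpinb3d. The largest decreases that day were -1.89 at Ros1, -1.45 at Ccl20 and -1.34 at Gm8601. Ccl20 was also increased on Day 7 in these same uninfected ears compared to naïve ears. All 23 genes increased in that way were higher in infected than in naïve ears. The local decrease of Ccl20 is therefore relative to raised uninfected ears. Atp1a4 kept its Day 4 call in 1 of the 6 fits that each left out an ear. Because these genes were chosen for the separation of the ears, an exact two-sided permutation test of 3 ears against 3 gives p = 0.1 for each of them by construction, the smallest value this design allows.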

The complete list is available in S1 Table. In order to evaluate the systemic response, we also compared the RNA-seq profiles of the uninfected ears from challenged mice to those of naïve mice. In this analysis we found 123 genes with significantly increased transcript levels at Day 1, 66 at Day 4, and 38 at Day 7. 

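In uninfected ears from challenged mice compared to ears from naïve mice, 0 of 23580 tested genes were increased on Day 1, 5 of 23558 on Day 4 and 23 of 23611 on Day 7. At an unadjusted p-value under 0.05 the comparison held 1492, 2109 and 3028 genes in either direction. These groups are different mice, so their numbers do not pair them. With all ears kept, DESeq2 with its own size factors moved these numbers most, to 31, 94 and 111 increased genes. Leaving out 1 ear at a time gave between 0 and 77 genes on Day 1, between 0 and 14 on Day 4 and between 0 and 30 on Day 7. The 5 genes of Day 4 were Gm24270, Gm24187, Filip1l, Cmss1 and Hbb-bs, with LFC values of 2.76, 2.59, 1.75, 1.62 and 1.30. Gm24270 and Gm24187 are annotated as miRNA genes. Between Days 4 and 7 their log2 CPM changed by 3.04 and 2.72 in naïve ears and by 1.69 and 1.93 in uninfected ears. Filip1l (ENSMUSG00000043336, chromosome 16, 57353093 to 57573126) and Cmss1 (57302199 to 57606825 on the same chromosome) overlap, so a read in the shared stretch was counted for both genes. Filip1l had 322 ± 43.9 CPM (SD, n = 3) in uninfected ears and 95.6 ± 6.45 CPM (SD, n = 3) in naïve ears. On Day 7 the largest increase among genes counted in all 6 ears was at Ccl20 (ENSMUSG00000026166, chromosome 1, 83116766 to 83119167), with 8.16 ± 1.24 CPM (SD, n = 3) in uninfected ears and 0.900 ± 0.191 CPM (SD, n = 3) in naïve ears. Its LFC was 3.18 (standard error 0.20, adjusted p = 0.00405), and it kept the call in 1 of the 6 fits that each left out an ear.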

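Decreased transcript levels in uninfected ears from challenged mice compared to naïve mice were found for 0 of the 23580 genes tested on Day 1, 0 of 23558 on Day 4 and 1 of 23611 on Day 7. The same tests held 1492 genes with an unadjusted p-value under 0.05 on Day 1 and 2109 on Day 4, in either direction. With DESeq2 and its own size factors, 7, 8 and 49 genes were decreased on Days 1, 4 and 7. No fit that left out an ear gave more than 1 decreased gene on Day 1 or more than 0 on Days 4 and 7.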

We found 21 genes with significantly decreased transcript levels in uninfected ears from challenged mice compared to naïve mice at Day 1, 9 at Day 4, and 56 at Day 7 (S1 Table). These results demonstrate that the challenged mice exhibit a higher level of differential gene expression locally at the infection site than at more distal sites.

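On Day 1, 23544 genes were tested locally and 23580 systemically. Locally 1493 genes were increased and 462 decreased, and systemically 0 genes passed the threshold in either direction, with 1492 genes at an unadjusted p-value under 0.05 against 12625 locally. The median size of the LFC over all tested genes was 0.35, 0.25 and 0.21 on Days 1, 4 and 7 in the local comparison, and 0.12 on each day in the systemic comparison. From the larger number of differentially expressed genes in infected ears than in uninfected ears, the paper concludes that differential expression in challenged mice is higher at the infection site than at distal sites.

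**Figure D2:**
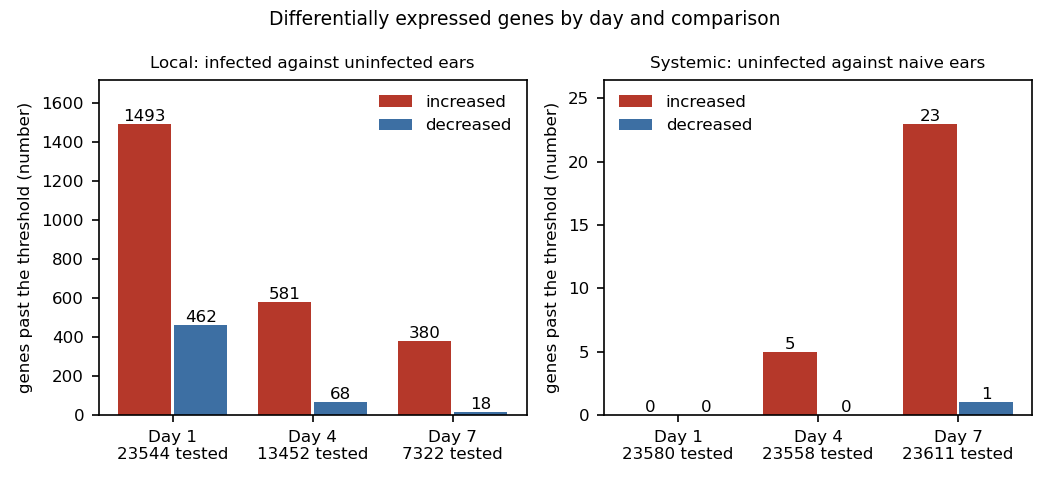
Number of genes past the threshold (adjusted p-value under 0.01 and LFC of at least 1 in either direction) by day, on separate linear axes for the local and the systemic comparison, with the number of genes tested under each day. The local counts reach 1493 and the systemic counts 23.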

Because of the large amount of data generated in these studies, the top 50 differentially expressed genes at each tested time point are presented in Tables 1–4. These tables were compiled by sorting the gene expression data for each comparison (infected ears to non-infected ears from challenged mice for the local response, and non-infected ears from challenged mice to naïve mice for the systemic response) at each time point (Day 1, 4, and 7), and listing the 50 genes for each that had the highest LFC for genes with increased transcript levels, or the lowest LFC for genes that had decreased transcript levels. For each of the top 50 genes, we then determined the LFC at the other time points and added these values to the tables to show the gene’s change in expression over time. Many genes were highly altered in transcript levels at more than one time point; thus, none of Tables 1–4 contain 150 genes (50 for each of the time points).

Table 1 contains the top genes with the highest increases in transcript levels for each time point during the local response, where we compared infected ears at each time point to the corresponding uninfected ears from the same mice. 

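Of the genes listed in Table 1 with a Day 1 value, 80 were tested here on Day 1. All 80 had a higher level in infected ears, and 73 passed the threshold, with a median LFC of 6.93. The median of the paper's values, over the 58 genes with a finite value, is 7.36. On Day 4 all 50 tested genes were higher in infected ears and 43 passed the threshold, with a median LFC of 6.37. The paper's median, over the 36 with a finite value, is 6.45. On Day 7 all 22 tested genes were higher and 15 passed, with a median of 5.06 (the paper's median, over 20 genes, is 5.39). The medians found here include genes that the paper lists as Inf, so the paired medians do not cover the same genes. Tables 1 to 4 list genes that the paper found changed in these same ears, so a shared direction is expected, here and below. Adding the block of replicate numbers, on ears with mean correlations of 0.27, 0.28 and 0.42 within mice, left 70 of 80, 44 of 45 and 18 of 22 past the threshold.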

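Among the 39 genes that Table 1 lists under immune function, 33 were tested on Day 1 and 32 passed the threshold, with a median LFC of 7.77. On Day 4, 18 of 18 tested genes passed, with a median LFC of 6.56, and on Day 7, 9 of 11 passed, with a median of 5.49. The block of replicate numbers gave 32 of 33, 15 of 15 and 10 of 11. Cxcr1 (ENSMUSG00000048480, chromosome 1, 74191785 to 74194631) was counted in all 18 ears of challenged mice. On Day 1 it had 1.22 ± 0.467 CPM (SD, n = 3) in infected ears and 0.0118 ± 0.0125 CPM (SD, n = 3) in uninfected ears, an LFC of 6.67 (standard error 0.64, adjusted p = 0.000426). The LFC was 5.73 (adjusted p = 0.000437) on Day 4 and 4.57 (adjusted p = 0.00197) on Day 7. After adding the replicate number as a block, on ears whose mean correlation within mice was 0.27, 0.28 and 0.42, the LFC of Cxcr1 was 6.69, 5.75 and 4.54.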

Of these top genes, 39 encode proteins that have known functions in the immune response, including 17 cytokines, chemokines, and chemokine-like proteins, as well as *Cxcr1*, which encodes an IL-8 receptor. Several genes encoding cytolytic granule proteins (*Olfm4*, *Mcpt1*, and *Gzmk*) were also top up-regulated immune genes at least at one tested time point during SSTI. 

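Olfm4 (ENSMUSG00000022026, chromosome 14, 80000302 to 80021930) had 8.41 ± 2.16 CPM (SD, n = 3) in infected ears and 0.0400 ± 0.0470 CPM (SD, n = 3) in uninfected ears on Day 1, an LFC of 7.77 (standard error 0.63, adjusted p = 0.000201). Its LFC was 7.17 (adjusted p = 0.000722) on Day 4 and 5.26 (adjusted p = 0.00468) on Day 7, each with 2 infected ears counted. Mcpt1 (ENSMUSG00000022227, chromosome 14, 56017964 to 56020391) was below the filter on low counts on Day 1, with 0.0657 ± 0.0659 CPM (SD, n = 3) in infected ears. On Day 4 it had 0.673 ± 0.000536 CPM (SD, n = 2) in infected ears and none detected in uninfected ears, an LFC of 9.93 (adjusted p = 0.00125), and on Day 7 the LFC was 6.38 (adjusted p = 0.00227). With no reads in the uninfected ears on Day 4, the size of the LFC of that day cannot be measured. Gzmk (ENSMUSG00000042385, chromosome 13, 113171608 to 113225908) had an LFC of -0.09 (adjusted p = 0.849) on Day 1, 0.12 (adjusted p = 0.819) on Day 4 and 0.85 (adjusted p = 0.0396) on Day 7. Under the counting rule, reads of any other gene within this span were counted for Gzmk too, and their share was not examined. On Day 7 Gzmk had 1.17 ± 0.192 CPM (SD, n = 2) in infected ears and 0.649 ± 0.122 CPM (SD, n = 3) in uninfected ears. The sign of the LFC of Gzmk changed on Day 1 without infected ear replicate 1 (0.15) or uninfected ear replicate 3 (0.11), and on Day 4 without uninfected ear replicate 2 (-0.07). When the replicate number was added as a block, its Day 7 LFC was 0.83, on ears with a mean correlation of 0.42 within mice. The adjusted p-value was then under 0.01, and only the LFC fell short of the threshold.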

Overall, the majority of genes with a known immune function that have the greatest increases at the site of infection appear to have a role in the innate response. Table 1 also shows that 22 genes encoding proteins involved in metabolism, cell proliferation, and regulation are among the genes with the greatest transcript increases at the site of infection. We also found six genes encoding epidermal proteins, and 39 uncharacterized genes, in the top 50 list of genes with the highest increases in transcript levels. We also note that the majority of the genes in Table 1 had significantly increased transcript levels at more than one tested time point, suggesting that the response is consistent over time. This is reflected in the overall list of genes with locally significant increases in transcript levels (S1 Table), with 60% of these genes demonstrating significant increases in transcript levels at multiple times (Fig 1A).

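Of the genes in Table 1, 21 were tested on all 3 days, since the later days have the fewest counted genes. Of these, 16 (76.2%) passed the threshold on more than 1 day and 12 on all 3 days, and 20 were in the same direction on all 3 days. Under the replicate block, on ears with mean correlations of 0.27, 0.28 and 0.42 within mice, 18 of the 21 passed on more than 1 day and 16 on all 3 days.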

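The overlap was computed over the 7100 genes that could be tested on all 3 days. Among them 458 genes were increased on Day 1, 309 on Day 4 and 366 on Day 7, in all 603 genes. Of these 603, 329 (54.6%, 95% Wilson interval 50.6 to 58.5) were increased on more than 1 day, and 201 on all 3 days, while 164, 12 and 98 genes were increased only on Day 1, Day 4 or Day 7. With the replicate number as a block, the share was 60.4%. Of the 458 genes increased on Day 1, 97.6% had an LFC above 0 on Day 4, where the median LFC was 1.50 against 1.84 on Day 1. The interval covers counting error only, and genes are not independent of each other. Leaving out 1 ear at a time gave shares from 46.3% to 65.9% across 18 fits, some of which covered fewer genes.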

**Fig 1:**
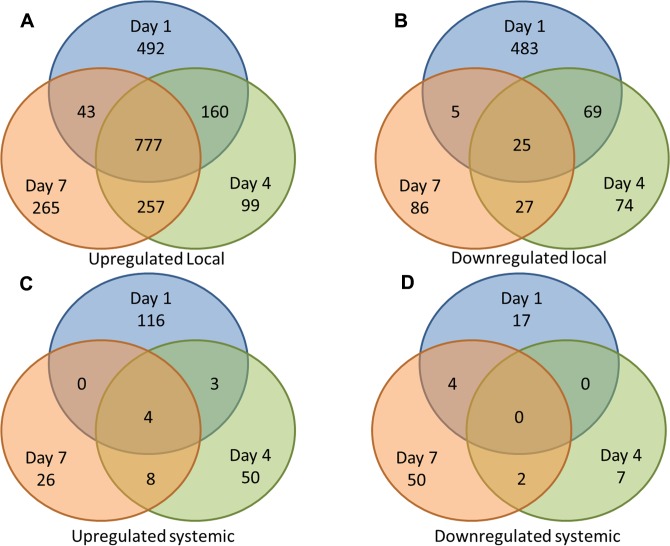
Comparative levels of differentially expressed genes over time in a murine staphylococcal SSTI model. Venn diagrams depicting the number of significantly changed (LFC ≥ 1 or ≤-1) transcripts at day 1 (blue), day 4 (green), and day 7 (orange) are shown. Transcripts that are common to multiple time points are shown by the overlap. (A) Significantly increased transcripts in infected ears compared to non-infected ears from the same challenged mice (local response); (B) Significantly decreased transcripts in infected ears compared to non-infected ears from the same challenged mice (local response); (C) Significantly increased transcripts in the non-infected ears of challenged mice compared to naïve mice (systemic response); (D) Significantly decreased transcripts in the non-infected ears of challenged mice compared to naïve mice (systemic response).

Table 2 contains the genes that demonstrated the greatest increases in transcript levels systemically at each tested time point; these genes were differentially expressed when comparing the uninfected ears from challenged mice to those of naïve mice. Of these genes, 20 encode proteins with an immune function. 

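These genes lie on different chromosomes and are affected to different degrees by the incomplete counts. Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903899 to 90905909) and Cxcl3 (ENSMUSG00000029379, chromosome 5, 90786103 to 90788086) were counted in 1 infected ear on Day 4 and in 1 on Day 7, and so were S100a9, Saa3 and Clec4e, so no local test was possible on those days. Irg1, which the files list under the symbol Acod1 (ENSMUSG00000022126, chromosome 14, 103046977 to 103056573), was tested on all 3 days in both comparisons, and Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) on all days but Day 7 locally. Trem1 (ENSMUSG00000042265, chromosome 17, 48232768 to 48246924) was counted in 1 infected ear on Day 7.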

The immune genes that are common between the local and systemic responses are *Cxcl2*, *Cxcl3*, *Irg1*, *S100a9*, *Saa3*, *Il-1β*, *Trem1*, and *Clec4e*. For each of these genes, the LFC in the local response is higher than it is in the systemic response (i.e. 8.97 vs 2.29 for the LFC of *Cxcl3* at Day 1 locally and systemically, respectively). 

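On Day 1, Cxcl3 had 305 ± 158 CPM (SD, n = 3) in infected ears and 0.299 ± 0.180 CPM (SD, n = 2) in uninfected ears, an LFC of 9.99 (standard error 0.80, adjusted p = 0.000306). In the systemic comparison it had 0.305 ± 0.181 CPM (SD, n = 2) in uninfected ears and 0.126 ± 0.0237 CPM (SD, n = 3) in naïve ears, an LFC of 1.28 (standard error 0.44, adjusted p = 0.697). The local and systemic LFC values on Day 1 were 9.95 and 1.24 for Cxcl2, 8.76 and 1.97 for Acod1, 7.77 and 1.01 for S100a9, and 8.39 and 1.69 for Saa3. They were 8.07 and 0.70 for Il1b, 8.65 and 1.22 for Trem1, and 8.13 and 0.72 for Clec4e. All 8 genes passed the threshold locally on Day 1, with adjusted p-values between 1.3e-05 and 0.000846. Each local LFC on Day 1 stayed past the threshold in every fit that left out an ear and kept 2 ears in each group. In a fit with the replicate number as a block, on ears with a mean correlation of 0.27 within mice, the local LFC was 9.65 for Cxcl3 and 8.07 for Il1b. The local and the systemic LFC share the uninfected ears, and the difference between them was not tested.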

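In the local comparison, Acod1 had LFC values of 8.76 (adjusted p = 0.000146), 6.23 (adjusted p = 0.00616) and 5.69 (adjusted p = 0.00120) on Days 1, 4 and 7, with 3, 2 and 2 infected ears counted. Il1b had an LFC of 8.07 (adjusted p = 2.0e-05) on Day 1 and 5.96 (adjusted p = 3.6e-06) on Day 4, and Trem1 8.65 (adjusted p = 2.9e-05) and 6.71 (adjusted p = 0.00106). Where 1 infected ear was counted, only the log2 ratio to the mean of the uninfected ears is given. It was 6.13 and 5.37 for Cxcl2 on Days 4 and 7, 6.38 and 5.49 for Cxcl3, 7.01 and 6.02 for S100a9, 7.86 and 6.74 for Saa3, and 5.86 and 5.30 for Clec4e. On Day 7 it was 4.97 for Il1b and 5.16 for Trem1. In the systemic comparison, the LFC of Cxcl2 was 1.24 (adjusted p = 0.640), 3.57 (adjusted p = 0.427) and 4.10 (adjusted p = 0.00524) on Days 1, 4 and 7. That of Cxcl3 was 1.28 (adjusted p = 0.697), 3.44 (adjusted p = 0.452) and 4.16 (adjusted p = 0.0263), each with a Day 4 value below 0 (-0.43 for Cxcl2 and -0.49 for Cxcl3) without uninfected ear replicate 1, and that of Acod1 was 1.97 (adjusted p = 0.735), 3.27 (adjusted p = 0.278) and 1.84 (adjusted p = 0.556). Cxcl2 on Day 7 was the only 1 of these 8 genes past the threshold in the systemic comparison, and it lost the call in each of the 3 fits that left out an uninfected ear. On Day 7, Clec4e had a systemic LFC of 2.97 (adjusted p = 0.0146), Il1b 2.27 (adjusted p = 0.0639), Saa3 2.82 (adjusted p = 0.295), S100a9 1.50 (adjusted p = 0.410) and Trem1 1.08 (adjusted p = 0.626).

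**Figure D3:**
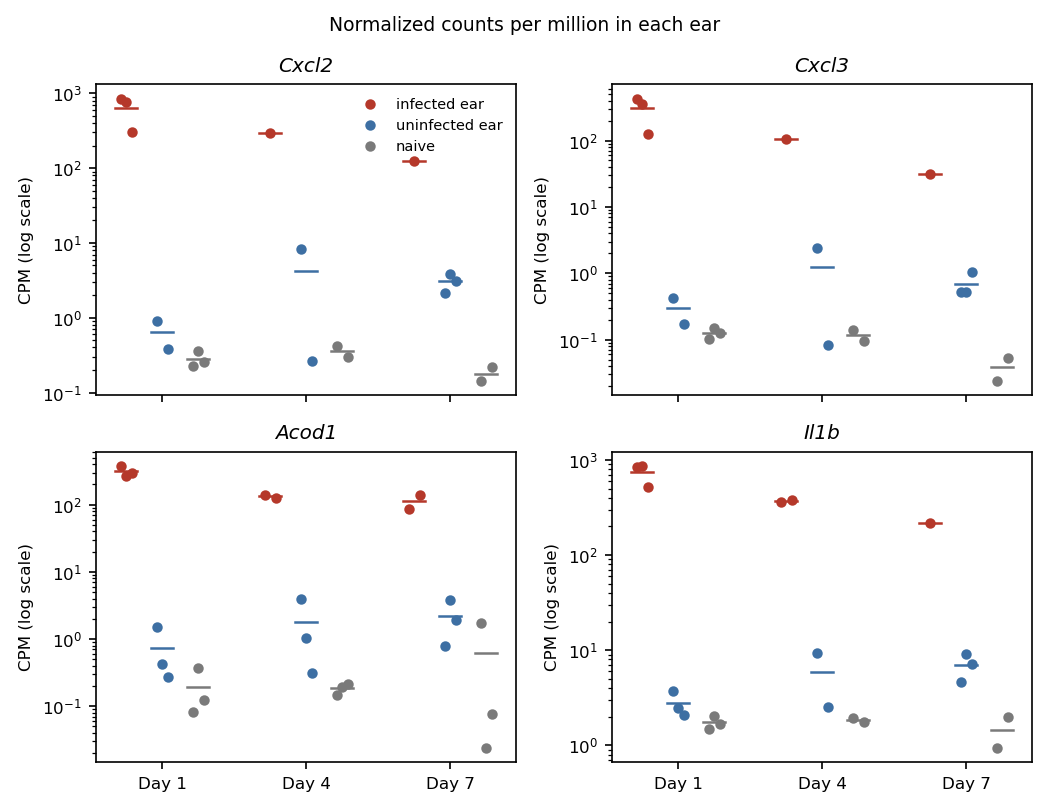
Normalized counts (CPM, log scale) of Cxcl2, Cxcl3, Acod1 and Il1b in each ear in which the gene was counted, by day, with infected ears in red, uninfected ears in blue and naïve ears in gray, and a bar at the mean. On Day 1 the infected ears average 636 CPM of Cxcl2 and the naïve ears 0.278 CPM.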

Also, while transcript levels for each of these common genes are consistently increased at each time point in the local response, only *Cxcl2*, *Cxcl3*, and *Irg1* are significantly increased at all three time points when looking at the systemic response. The higher number of top genes that encode proteins that function in the immune response, as well as their greater and longer transcript level increases, suggest that the immune response is focused at the site of infection rather than systemically during staphylococcal SSTI.

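Of the genes that Table 2 lists under immune function, 7 were tested systemically on Day 1 with a median LFC of 1.69, 6 on Day 4 with a median of 3.05, and 15 on Day 7 with a median of 2.07. The number past the threshold was 0, 0 and 3, and 7, 6 and 12 had an unadjusted p-value under 0.05. The immune genes of Table 1 had median local LFC values of 7.77, 6.56 and 5.49 on the same days. The lists hold different genes, each chosen by the paper for large changes in its own comparison.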

Table 2 indicates that 49 genes with the greatest increases in transcript levels during the systemic response (comparing non-infected ears from challenged mice to naïve mice) are of unknown function. Of the characterized genes, 31 encode proteins that are involved in metabolism, cell proliferation, and regulation, and 20 in epithelial cell and/or hair formation. However, unlike in the local response, where many of the top genes had consistently increased transcript levels throughout the infection, most of the systemically up-regulated genes showed significant differential expression in the challenged mice compared to naïve, control mice at only one time point. 

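Of the genes in Table 2, 97 were tested on all 3 days. In this test 7 passed the threshold on 1 day, 0 on more than 1 day and 90 on none, and 19 were above 0 on all 3 days. On the day for which the paper gives a value, 47 of 49 tested genes were above 0 on Day 1, with a median LFC of 2.50 (the paper's median is 2.32), 41 of 43 on Day 4, with a median of 2.01 (the paper's is 2.74), and 36 of 37 on Day 7, with a median of 1.28 (the paper's is 1.50). The numbers past the threshold were 0, 2 and 5, and those with an unadjusted p-value under 0.05 were 47, 29 and 23. The paper's medians cover the 48, 42 and 37 genes with a finite value.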

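Over the 23105 genes tested systemically on all 3 days, 0, 5 and 17 genes were increased on Days 1, 4 and 7, in all 22 genes, of which 0 were increased on more than 1 day (95% Wilson interval up to 14.9%). Of the 17 genes increased on Day 7, 94.1% had an LFC above 0 on Day 4 and 41.2% on Day 1. Of the 5 genes increased on Day 4, 0 had an LFC above 0 on Day 7, where their median LFC was -1.58. Among these 5, Gm24270 and Gm24187 changed more between the days in naïve ears than in uninfected ears.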

Like with the local response, this trend was reflected in the entire list of systemically up-regulated genes (S1 Table and Fig 1C). 

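Tables 2 and 4 mark 21 genes as increased on some day and decreased on another, and 20 of them were matched to the files. For 18 of the 20, the systemic LFC had opposite signs on the 2 days, as the tables mark them, taking the first marked day of each direction. There are 3 genes marked on all 3 days, and over all marked days 41 of 43 LFC values had the marked sign. On the days marked, the median LFC was 1.95 where the gene is marked as increased and -2.19 where it is marked as decreased. Past the adjusted p-value were 2 genes on either day and 0 on both.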

We also saw that some genes had among the highest LFC at one time point, but were significantly down-regulated at another (indicated with italics, Table 2). These observations suggest that genetic changes happening systemically are more transient and that change occurs more quickly than at the site of infection, where genes with increased expression levels generally appear to exhibit more stable expression over time.

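The share of genes increased on more than 1 day was 54.6% of 603 genes in the local comparison and 0% of 22 genes in the systemic comparison (95% Wilson interval up to 14.9%). Systemically, 0, 5 and 17 genes were called on Days 1, 4 and 7, so few could be shared. The 2 shares therefore do not compare how lasting the changes were. DESeq2 gave a systemic share of 2.02% of 198 genes, and no filter 1% of 100. Of the 17 genes of Day 7, 94.1% had an LFC above 0 on Day 4, while 0 of the 5 genes of Day 4 had one on Day 7. Local LFC values differed between Days 1 and 7, as tested by the difference of the 2 LFC values, at 108 of 7527 genes, 35 with the larger value on Day 1 and 73 on Day 7. After adding the replicate number as a block, which pairs ears of the same mouse (mean correlations of 0.27 and 0.42 on the 2 days), it was 113. Systemic LFC values differed at 7 of 24146 genes, all 7 with the larger value on Day 7. At an unadjusted p-value under 0.05 the tests held 2178 and 3348 genes. From the genes increased or decreased on a single day, the paper proposes that systemic changes are more transient than those at the site of infection.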

Table 3 contains the 50 genes with the greatest decreases in transcript levels at the site of infection, comparing infected ears to the uninfected ears from the same challenged mice. Again, many of these genes encode proteins with unknown function; those that have a known function appear important for cellular proliferation, differentiation, and metabolism. Only five of the genes in Table 3 encode proteins with an immune function. 

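Fcer2a (ENSMUSG00000005540, chromosome 8, 3681737 to 3694174) had 0.638 ± 0.327 CPM (SD, n = 3) in infected ears and 2.22 ± 0.230 CPM (SD, n = 2) in uninfected ears on Day 1, an LFC of -1.79 (standard error 0.37, adjusted p = 0.00905), and kept the call in 1 of the 3 fits that left out an infected ear. On Days 4 and 7 it was counted in 1 infected ear, and the log2 ratio to the mean of the uninfected ears was -1.58 and -1.24. Serpinb1c (ENSMUSG00000079049, chromosome 13, 32881833 to 32898161) had an LFC of 1.13 (adjusted p = 0.000166) on Day 1, 0.21 (adjusted p = 0.347) on Day 4 and -0.04 (adjusted p = 0.953) on Day 7. On Day 7 its sign changed with the replicate number as a block (0.29, on ears with a mean correlation of 0.42 within mice) and with sample quality weights (0.09), and without uninfected ear replicate 1 (0.30). On Day 4 it was 0.23 with the block, and -0.37 when the zeros after each stop were taken as counts, an alternative chosen after seeing the data.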

*Fcer2a*, which encodes an Fc receptor for IgE, has consistently decreased transcript levels at Days 1, 4, and 7, and *Serpinb1c* (which encodes a neutrophil proteinase inhibitor), is down-regulated starting at Day 4 post-challenge. 

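Bpifb2 (ENSMUSG00000027481, chromosome 2, 153875045 to 153895270) was counted in 1 infected ear on Day 7, at 0.140 CPM (n = 1), against 0.328 ± 0.111 CPM (SD, n = 3) in uninfected ears, a log2 ratio of -1.23 with no test. Its LFC was -1.14 (adjusted p = 0.0801) on Day 1 and -1.07 (adjusted p = 0.171) on Day 4. Lyg2 (ENSMUSG00000061584, chromosome 1, 37905921 to 37916493) had 0.908 ± 0.747 CPM (SD, n = 3) in infected ears and 2.96 ± 3.42 CPM (SD, n = 3) in uninfected ears on Day 7, an LFC of -1.70 (standard error 0.93, adjusted p = 0.246). When the replicate number was added as a block, its Day 7 LFC was -1.35 (adjusted p = 0.00928), which is past the threshold, on ears with a mean correlation of 0.42 within mice. On Days 1 and 4 the LFC of Lyg2 was -0.86 (adjusted p = 0.426) and -0.80 (adjusted p = 0.428), and the Day 1 value was 0.19 without uninfected ear replicate 3.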

Two genes that encode proteins important for binding to bacterial products (*Bpifb2* and *Lyg2*, which encode proteins that bind LPS and peptidoglycan, respectively) have significantly decreased transcript levels at Day 7. Forty-six of the genes that have the greatest decreases in transcript levels at the site of infection encode proteins that are involved in metabolism/cell proliferation/regulation, with the majority of these genes demonstrating transcript decreases early during infection (Day 1 or Day 4 post-challenge). 

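Of the genes that Table 3 lists for epidermal formation, 10 were tested on Day 7. All 10 had an LFC below 0, with a median of -1.42, and 2 passed the threshold. With the replicate number as a block, which pairs the ears of each mouse by the labels (mean correlation of 0.42 within mice on Day 7), all 10 passed, with a median of -1.75. Genes not counted in the infected ear of mouse 1 were paired in mice 2 and 3 only. Of those listed for metabolism, cell proliferation and regulation, 30 were tested on Day 1, where 28 were below 0, with a median LFC of -2.24, and 17 passed the threshold, or 15 with the block (mean correlation of 0.27).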

We also found that, by day 7, 16 of the genes with the greatest decreases in transcript levels in response to local infection encode proteins that are involved in epidermal formation. However, the majority of genes with the greatest decreases in transcript level at each time point encode proteins of unknown function, with 62 of the top genes falling into this category. Unlike the genes that had significantly increased transcript levels, where a high proportion of genes had transcript increases at more than one time point, genes with significant decreases in transcript levels were mostly not shared over multiple times, which was observed both with the genes with greatest decrease in transcription (shown in Table 3) and in the entire list of genes with significant transcript decreases at the site of infection (S1 Table and Fig 1B). 

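Of the genes in Table 3, 48 were tested on all 3 days. Of these, 6 (12.5%) passed the threshold on more than 1 day and 10 on 1 day, and 36 were below 0 on all 3 days. On Day 1, 54 of the 56 tested genes with a value in the paper were below 0 and 32 passed the threshold, with a median LFC of -1.97. The paper's median, over the 55 with a finite value, is -2.40. On Days 4 and 7, 29 of 31 and 33 of 33 were below 0, and 11 and 3 passed. When the replicate number was added as a block, on ears with mean correlations of 0.27, 0.28 and 0.42 within mice, 26 of 56, 13 of 27 and 30 of 33 passed on Days 1, 4 and 7, and 12 of the 48 genes on more than 1 day.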

Out of 769 genes that had significant decreases in transcript levels in infected ears compared to non-infected ears from challenged mice, only 126 were shared over multiple time points, suggesting that the decrease in transcript levels of locally-expressed genes in our SSTI model is also more transient than transcript increases.

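Over the 7100 genes tested locally on all 3 days, 175, 33 and 18 genes were decreased on Days 1, 4 and 7, in all 196 genes. Of these, 27 (13.8%, 95% Wilson interval 9.64 to 19.3) were decreased on more than 1 day and 3 on all 3 days. Of the 175 genes decreased on Day 1, 94.9% had an LFC below 0 on Day 4 and 85.1% on Day 7, while their median LFC went from -1.24 to -0.74 and -0.43. With the replicate number as a block, which pairs the ears of each mouse by the labels, the share decreased on more than 1 day was 17.9%.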

Table 4 contains all of the genes that had significant decreases in transcript levels systemically as there were fewer than 50 for each time point. Twelve of these genes encode proteins with an immune function. Ten of these twelve are decreased only at Day 7 post-challenge, and of these, six are involved in the adaptive response (*Ighg2c* and *Igkc*, which encode the gamma and kappa chains of immunoglobulin; *Pax5*, which encodes a protein involved in B cell differentiation [19]; *Ms4a1*, which encodes CD20, a regulator of B cell activation and proliferation [20], *Cd22*, which encodes a protein that functions in B cell signaling [21], and *Cd99*, which encodes a protein that plays a role in T cell migration into inflamed skin [22]). 

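On Day 7, Ighg2c was below the filter on low counts, with 0.0117 ± 0.0151 CPM (SD, n = 3) in uninfected ears and 0.100 ± 0.153 CPM (SD, n = 3) in naïve ears. The log2 ratio of its group means was -2.997, and -0.02 without naïve replicate 1. Igkc (ENSMUSG00000076609, chromosome 6, 70726435 to 70726757) had an LFC of -0.25 (adjusted p = 0.745), Cd22 (ENSMUSG00000030577, chromosome 7, 30865402 to 30880342) of -0.93 (adjusted p = 0.384) and Cd99 of -0.38 (adjusted p = 0.647). Pax5 and Ms4a1 were below the filter, with log2 ratios of 0.68 and 1.62. Igkc, Cd22, Cd99, Pax5 and Ms4a1 were each counted in 3 uninfected ears and 2 naïve ears on Day 7, the naïve ear of mouse 1 being without counts for them. On Day 1 the LFC was 0.49 (adjusted p = 0.935) for Igkc, 1.23 (adjusted p = 0.862) for Pax5, 0.48 (adjusted p = 0.925) for Cd22 and -0.50 (adjusted p = 0.876) for Cd99. These Day 1 values rest on 2 uninfected ears, and leaving out 1 ear gave from -1.35 to 1.70 for Igkc, from -0.71 to 1.56 for Cd22 and from -0.71 to 2.00 for Pax5. On Day 4 it was 0.99 (adjusted p = 0.731) for Igkc, -0.97 (adjusted p = 0.744) for Pax5, 0.17 (adjusted p = 0.980) for Ms4a1, 0.10 (adjusted p = 0.970) for Cd22 and 0.52 (adjusted p = 0.847) for Cd99. When the zeros after each stop were taken as counts, an alternative chosen after seeing the data, the Day 7 value changed sign for Igkc (0.34) and Cd99 (0.21). The Day 4 value of Ms4a1 was -1.43 without uninfected ear replicate 3, and the Day 4 values of Igkc, Cd22 and Cd99 also changed sign when certain single ears were left out. Of the genes that Table 4 lists under immune function, 5 were tested on Day 7, where 4 were below 0 and 0 passed the threshold, with a median LFC of -0.38.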

The majority of genes whose transcripts were decreased in non-infected ears from challenged mice compared to ears from naïve mice encode proteins that have functions in cellular metabolism, proliferation, or regulation, or lack a known function. Several genes that exhibited significant transcript decreases at one time point showed significant transcript increases at another (highlighted in italics in Table 4). 

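In Table 4, 21 of 21 tested genes were below 0 on Day 1, 8 of 8 on Day 4 and 45 of 46 on Day 7, with median LFC values of -1.62, -1.21 and -1.45. The number past the threshold was 0 on each day, and 14, 5 and 24 genes had an unadjusted p-value under 0.05. Of the 65 genes tested on all 3 days, 15 were in the same direction on all of them.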

Because the RNA preps from challenged mice used for this analysis are the same ones used in other analyses (the non-infected ear RNA used here as the test RNA is the same RNA used as the control RNA for examining at the local response) where we see very consistent expression of genes over time, we do not believe these temporal differences in gene expression are aberrant. 

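The values of the naïve ears were compared between the days for the 20 matched genes that Tables 2 and 4 mark as increased on some day and decreased on another. The median size of the change in log2 CPM between the 2 days was 2.00 in the naïve ears and 1.95 in the uninfected ears of challenged mice. It was larger in the naïve ears for 15 of the 20 genes and larger in the uninfected ears for 5.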

The LFC values for systemic gene expression would also be affected by the number of reads in ears from naïve mice in these comparisons. However, because we used matched control mice that were kept in the same conditions and sacrificed at the same time as the challenged mice, we feel that any changes in gene expression due to environmental factors will be similar among all mice within a time point cohort. Therefore, we hypothesize the genes transcribed during the systemic response may have a transient expression pattern with rapid increases and decreases in transcript levels as the infection progresses.

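Across the systemic comparisons, the LFC differed between Days 1 and 7 at 7 of 24146 genes, by a test of the difference itself, and 3348 genes had an unadjusted p-value under 0.05 in that test. Of the 17 genes increased on Day 7 and tested on all days, 94.1% were above 0 on Day 4 and 41.2% on Day 1.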

In order to evaluate whether protein production mirrors gene expression, we performed Western blotting on homogenized ear lysates using antibodies specific for three proteins encoded by genes that were increased locally during infection. Western blots indicated that protein production for IL-1β, S100A8, and S100A9 is significantly increased upon infection (Fig 2, lanes denoted by “I”), which confirms the RNA-seq data for the genes encoding these proteins and further validates the RNA-seq data as a whole.

**Fig 2:**
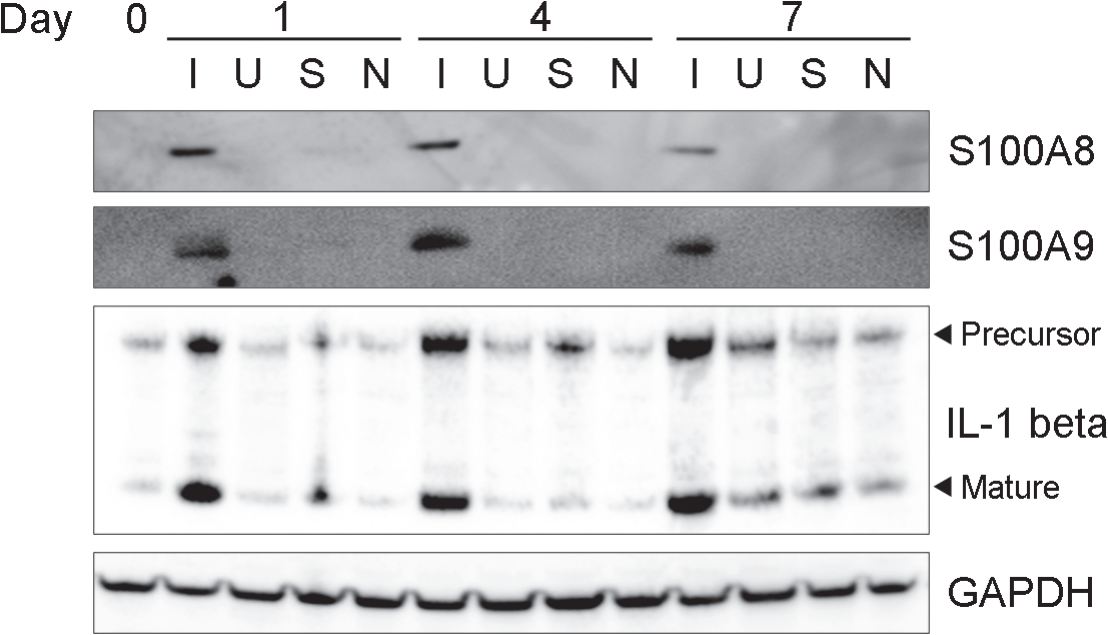
Protein expression for selected genes demonstrating locally increased transcripts. Western blots on ear lysates from infected ears (I), uninfected ears from the same challenged mice (U), sham-infected mice that were pricked with sterile PBS (S), and naïve, uninfected mice (N) using antibodies specific for S100A8, S100A9, IL-1β, and GAPDH at days 1, 4, and 7 post-challenge are shown. The precursor and mature forms of IL-1β are indicated.

### Upstream Regulator Analysis of murine gene expression during SSTI

In order to funnel down the transcriptomic data, we next used the Upstream Regulator Analytic (URA) tool from the Ingenuity Pathway Analysis software package (www.ingenuity.com) to identify potential pathways that may be activated or repressed during *S*. *aureus* SSTI in the epicutaneous challenge model. This analysis software compares a curated database of genes and pathways to experimentally obtained transcriptomic data. It then uses statistical analysis to determine what percent of the genes within a pathway are differentially expressed in the data, and hypothesizes whether that pathway is activated or inhibited. If a high proportion of genes within a pathway are expressed in a manner that the database indicates signifies the pathway is functioning, URA will specify that the pathway is activated. Conversely, if a significant proportion of genes within a pathway are expressed in a manner opposite to what would be expected if the pathway is active, URA will indicate that the pathway is likely inhibited. Therefore, while URA is hypothetical, the analysis provides evidence-based suggestions of pathways that may be activated or inhibited based on transcriptomic data. It will also highlight activated or inhibited pathways that have upstream regulators that are not differentially expressed. These two factors allow for a global view of the transcriptomic data and for investigation into genes as pathway regulators that could otherwise be missed.

On Day 1 post-challenge, URA of the RNA-seq data for the local response (comparing infected ears to non-infected ears from the same challenged mice) indicated that 153 regulatory pathways were potentially activated at the site of infection. However, at this same time point, URA of the non-infected ears from challenged mice compared to naïve mice (systemic response) showed no activated pathways. 

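The pathway predictions rest on the Ingenuity Knowledge Base, which was not used here, so the data behind them were taken from the target genes that the paper's supplementary tables list for each regulator. The S2 Table marks 150 regulators as activated in the local response on Day 1. Of the readable target genes of these regulators, 470 were tested here, and 387 of them were increased and 23 decreased past the threshold. An LFC above 0 was found for 436 of them, and the median LFC of all 470 was 1.74. The tables list, for each comparison, only targets among the genes that the paper found differentially expressed in it, from the same ears. A high share of changed genes is therefore expected from how the targets were chosen, here and at each regulator below. The target lists are cut short in the tables, so only part of each list could be read.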

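In the systemic comparison on Day 1, 0 of 23580 tested genes passed the threshold and 1492 had an unadjusted p-value under 0.05. The S3 Table marks 0 regulators as activated.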

At Day 4 post-challenge, there were 133 potentially activated pathways at the site of infection (local response), whereas URA of the systemic response showed only two activated pathways. 

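On Day 4 the supplementary tables mark 133 regulators as activated locally and 2 systemically. Of the readable targets of the local regulators, 209 were tested, of which 159 were increased, 4 were decreased and 198 had an LFC above 0, with a median of 1.66. Of those of the 2 systemic regulators, 8 were tested, and 7 had an LFC above 0, with a median of 0.93, but 0 passed the threshold. These too are genes that the paper had found to change on that day.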

At Day 7 post-challenge, URA of the RNA-seq data for the infected vs uninfected ears from the same mice (local response) showed indicated 127 possibly activated pathways, and URA of the RNA-seq data from the non-infected ears from challenged mice vs naïve mice (systemic response) showed 10 potentially activated pathways.

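The tables mark 126 regulators as activated locally and 10 systemically on Day 7. In the local comparison 113 of their readable targets were tested, of which 97 were increased and 1 was decreased, with a median LFC of 1.85. In the systemic comparison 11 were tested. All 11 had an LFC above 0, with a median of 2.07, and 3 passed the threshold. They were listed because the paper found them changed, so the shares do not test the regulators independently.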

When evaluating inhibition of regulatory pathways, URA indicated 29 potentially inhibited pathways at the site of infection Day 1 post-challenge. On Day 4, 24 pathways were inhibited at the site of infection. When comparing uninfected ears from challenged mice and naïve mice to evaluate the systemic response, no pathways were inhibited on either Day 1 or Day 4. On Day 7 post-challenge, 23 pathways were potentially inhibited when analyzing the RNA-seq data from infected vs uninfected ears from challenged mice (local response). Systemically, three pathways were possibly inhibited when examining RNA-seq data from uninfected ears from challenged mice compared to naïve mice.

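For the local response, the S2, S4 and S6 Tables mark 30, 25 and 24 regulators as inhibited on Days 1, 4 and 7. For the systemic response they mark 0, 0 and 3.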

### Evaluation of upstream regulator activation during the course of SSTI

We next examined the URA analyses to categorize the types of pathways that were indicated as potentially activated during SSTI, both at the site of infection and at distal skin sites. For simplification, we are presenting only the top activated and inhibited pathways here (Tables 5 and 6; full URA data are available in S2–S7 Tables). In order to choose these top pathways, we sorted the URA data based on overlap *p* value, with the most significant *p* values listed first (signifying pathways that have the most significant overlap with pathways listed in the IPA Knowledge Base). We then further sorted for top pathways by choosing the most significant pathways (based on *p* value) that had an Activation Z score ≥ 2 (for activated pathways) or ≤ -2 (for inhibition). When more than 10 pathways met these criteria, we chose the 10 with the most significant *p* values.

**Table 5:** Top Activated Upstream Regulators^1^.

Upstream Regulator (Pathway)	Category	Activation Z score^2^	P value of overlap^3^
***Day 1 Local Response***			
TNF	cytokine	9.473	2.55E-55
NFkB (complex)	complex	7.035	3.92E-35
IFNG	cytokine	7.25	4.04E-34
IL-1β	cytokine	7.322	4.53E-34
RELA	transcription regulator	4.806	2.55E-28
IL-1α	cytokine	6.22	3.05E-27
STAT3	transcription regulator	2.822	3.75E-26
TREM1	transmembrane receptor	3.535	7.68E-26
JUN	transcription regulator	3.249	1.21E-21
TCR	complex	3.782	7.82E-21
***Day 1 Systemic Response***			
No activated upstream regulators			
***Day 4 Local Response***			
TNF	cytokine	8.697	1.48E-50
IFNγ	cytokine	6.83	5.39E-43
NFkB (complex)	complex	7.063	8.49E-37
IL-1β	cytokine	6.43	6.03E-35
IL-1α	cytokine	6.069	2.91E-30
TCR	complex	3.741	3.19E-24
TREM1	transmembrane receptor	3.493	5.09E-23
RELA	transcription regulator	4.386	7.45E-23
JUN	transcription regulator	3.223	1.55E-22
IL-27	cytokine	2.403	5.84E-21
***Day 4 Systemic Response***			
IL-1α	cytokine	2.184	8.80E-08
TNF	cytokine	2.572	1.66E-07
***Day 7 Local Response***			
IFNγ	cytokine	7.934	1.78E-52
TNF	cytokine	8.592	1.11E-44
NFkB (complex)	complex	6.327	1.68E-31
TCR	complex	3.319	1.38E-29
IL-1β	cytokine	5.528	1.26E-27
TGM2	enzyme	7.107	9.06E-26
IL-27	cytokine	2.837	3.28E-25
IL-12 (complex)	complex	3.029	3.98E-24
STAT3	transcription regulator	2.78	6.94E-24
IL-21	cytokine	3.548	9.54E-24
***Day 7 Systemic Response***			
IL-17A	cytokine	2.376	3.82E-11
TNF	cytokine	2.617	2.88E-10
TLR7	transmembrane receptor	2.399	7.15E-10
IL-1β	cytokine	2.31	1.28E-09
CAMP	other	2.219	2.49E-09
NFkB (complex)	complex	2.606	2.96E-09
RELA	transcription regulator	2.343	3.98E-09
IL-1α	cytokine	2.416	5.87E-09
SELPLG	other	2	2.46E-07
ERK1/2	group	2.19	1.45E-06

^1^Top upstream regulators selected based on p value of overlap and activation Z score. Data are ordered by p value of overlap. If more than 10 pathways were indicated as activated for a condition, the top 10 regulators were chosen as the 10 most significant regulators (based on p value) that had a Z score ≥ 2.

^2^Z score infers the activation states of predicted regulators based on expression of the downstream genes within the pathway; a score ≥ 2 indicates activation.

^3^P value of overlap evaluates whether there is a statistically significant overlap between differentially expressed genes and the genes that are regulated by the upstream regulator.

**Table 6:** Top Inhibited Upstream Regulators^1^.

Upstream Regulator (Pathway)	Category	Activation Z score^2^	P value of overlap^3^
*Day 1 Local Response*			
JAG2	growth factor	-4.32	3.98E-15
MAP3K7	kinase	-2.316	2.20E-14
IgG	complex	-2.187	1.97E-13
CD3	complex	-4.555	3.55E-13
TAB1	enzyme	-3.85	6.56E-13
miR-155-5p (miRNAs w/seed UAAUGCU)	mature microRNA	-3.394	9.54E-11
IL1-RN	cytokine	-4.776	1.35E-10
TRAF3	enzyme	-2.345	4.52E-10
CD28	transmembrane receptor	-2.823	4.99E-10
MAPK1	kinase	-4.137	6.48E-10
*Day 1 Systemic Response*			
No inhibited upstream regulators			
*Day 4 Local Response*			
CD3	complex	-4.135	4.18E-17
IL1-RN	cytokine	-4.981	1.43E-15
JAG2	growth factor	-3.961	1.57E-13
CD28	transmembrane receptor	-3.064	4.94E-13
miR-155-5p (miRNAs w/seed UAAUGCU)	mature microRNA	-3.406	8.37E-13
TAB1	enzyme	-3.582	5.26E-12
miR-146a-5p (and other miRNAs w/seed GAGAACU)	mature microRNA	-3.494	1.52E-10
IL-37	cytokine	-2.408	1.22E-07
MAPK1	kinase	-3.297	2.02E-07
SOCS1	other	-2.959	2.06E-07
*Day 4 Systemic Response*			
No inhibited upstream regulators			
*Day 7 Local Response*			
CD3	complex	-4.313	2.37E-19
IL1-RN	cytokine	-4.902	4.48E-19
MAPK1	kinase	-4.783	1.18E-16
TAB1	enzyme	-3.359	3.72E-15
miR-155-5p (miRNAs w/seed UAAUGCU)	mature microRNA	-3.159	2.59E-14
CD28	transmembrane receptor	-3.421	3.47E-14
JAG2	growth factor	-3.221	2.31E-12
SOCS3	phosphatase	-2.376	2.38E-10
miR-146a-5p (and other miRNAs w/seed GAGAACU)	mature microRNA	-3.357	1.22E-09
SOCS1	other	-3.124	1.43E-08
*Day 7 Systemic Response*			
miR-155-5p (miRNAs w/seed UAAUGCU)	mature microRNA	-2.607	5.40E-14
JAG2	growth factor	-2.216	2.49E-09
IL-13	cytokine	-2.200	2.12E-05

^1^Top upstream regulators selected based on p value of overlap and activation Z score. Data were ordered by p value of overlap. If more than 10 pathways were indicated as inhibited for a condition, the top 10 regulators were chosen as the 10 most significant regulators (based on p value) that had a Z score ≤ -2.

^2^Z score infers the activation states of predicted regulators based on expression of the downstream genes within the pathway; A score ≤ -2 indicates inhibition.

^3^P value of overlap evaluates whether there is a statistically significant overlap between differentially expressed genes and the genes that are regulated by the upstream regulator.

The top activated pathways are listed in Table 5. The majority of top pathways activated in the local response (comparing the infected ears to non-infected ears from challenged mice) were shared across all three tested time points and several were activated systemically by Day 7 post-challenge. The TNF pathway is activated locally on Days 1, 4, and 7, and systemically (comparing non-infected ears from challenged mice to naïve mice) on Days 4 and 7. 

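Of the readable targets of TNF, 56 of 65 tested genes were increased locally on Day 1, 29 of 36 on Day 4 and 17 of 20 on Day 7. The median LFC of the tested targets was 2.12, 1.53 and 2.12 on these days. In the systemic comparison 0 of 8 tested targets were increased on Day 4 and 3 of 10 on Day 7, with median LFC values of 0.93 and 1.93. The targets were taken from genes that the paper found changed in the same ears, so a high share is expected.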

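For NFκB, 52 of 64 tested targets were increased locally on Day 1, 31 of 39 on Day 4 and 18 of 20 on Day 7, and 3 of 8 systemically on Day 7. For IL-1β the corresponding numbers were 57 of 64, 29 of 35 and 16 of 18 locally, and 3 of 7 systemically. Both lists hold only genes that the paper found changed.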

The NFκB and IL-1β pathways are activated locally at all three time-points, and systemically on Day 7. The IL-1α pathway was among the top activated pathways locally on Day 1, both locally and systemically on Day 4, and systemically on Day 7. It was also activated locally on Day 7, though it was not a top pathway under this condition (Z score 5.045, *P* value 1.04 x10^-19^; S6 Table). 

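Of the tested targets of IL-1α, 33 of 37 were increased locally on Day 1, 14 of 20 on Day 4 and 5 of 7 on Day 7. Systemically, 0 of 4 were increased on Day 4 and 3 of 6 on Day 7. The targets of these regulators overlap, so their counts are not independent, and the lists hold only genes that the paper found changed.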

The RELA pathway was a top activated pathway locally at Days 1 and 4, and systemically on Day 7. This pathway was activated locally at Day 7 also, but again was not among the top pathways (Z score 3.822, *P* value 3.27 x 10^–23^; S6 Table). Other top pathways were activated only locally at the site of infection, including IFNγ, TCR, STAT3 (not on the top pathway list at Day 4; Z score 2.459, *P* value 1.72 x 10^–19^; S4 Table), TREM1 (not on the top pathway list at day 7; Z score 2.242, *P* value 8.72 x 10^–21^; S6 Table), JUN (not on the top pathway list at day 7; Z score 2.910, *P* value 9.77 x 10^–16^; S6 Table), and IL-27 (not on the day 1 top activated pathway list; Z score 2.168, *P* value 3.6 x 10^–16^; S2 Table). 

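Increased tested targets of IFNγ numbered 54 of 66 on Day 1, 19 of 33 on Day 4 and 14 of 16 on Day 7. Those of TCR numbered 41 of 46, 18 of 26 and 17 of 22 on the same days. Both sets were drawn from the genes that the paper found changed on that day.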

The top activated pathways at all three tested time points are all involved in the immune response. In particular, these pathways suggest the importance of the TH1 (IFNγ, TREM1, IL-27), TH17 (STAT3, IL-1β, IL-17A), and overall pro-inflammatory responses (NFκB, IL-1α, RELA, JUN, ERK1/2, SELPLG).

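For IL-17A, 17 of 18, 11 of 12 and 4 of 5 tested targets were increased locally on Days 1, 4 and 7. For RELA the numbers were 44 of 52, 21 of 28 and 13 of 17, again among genes that the paper found changed. From the activated pathways the paper proposes that TH1, TH17 and pro-inflammatory responses are important in this infection.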

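Over the 3 local supplementary tables, 37 regulators are marked as inhibited on at least 1 day and 17 on all 3 days.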

Pathway inhibition was similar across all three time points as well, with 24 out of 43 inhibited pathways shared at Days 1, 4, and 7 (S2–S7 Tables). As with the activated pathways, we also listed the top inhibited pathways in Table 6. Of these top pathways, two (JAG2 and Mir-155-5p) were inhibited locally at all three tested time points, and systemically at Day 7, and five were among the top locally inhibited pathways at all three time points but unaffected systemically (CD3, IL-1RN, TAB1, CD28, and MAPK1). 

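Of the readable targets of JAG2, 15 of 17 tested genes were increased locally on Day 1, 5 of 7 on Day 4 and 2 of 3 on Day 7, and 2 of 5 systemically on Day 7. For Mir-155-5p, whose target genes rise when it is inhibited, the numbers were 14 of 14, 5 of 9 and 3 of 5 locally, and 3 of 7 systemically on Day 7. As for the other regulators, only genes that the paper found changed are listed.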

Two pathways were on the top inhibited pathways lists at Days 4 and 7, and were also inhibited on Day 1, but did not make the top list for this time point (Mir-146a-5p, Z score -3.075, *P* value 9.5 x 10^–7^; SOCS1, Z score -2.959, *P* value 5.41 x 10^–6^; S2 Table). IL-37, which was a top locally inhibited pathway on Day 7, was also inhibited on Days 1 (Z score -2.408, *P* value 8.77 x 10^–7^; S2 Table) and 4 (Z score -2.408, *P* value 1.22 x 10^–7^; S4 Table) but was not a top inhibited gene at these times. The SOCS3 pathway was a top locally inhibited pathway at Day 7, and was also locally inhibited at Day 4 (Z score -2.619, P value 2.21 x 10^–7^; S4 Table) but was not inhibited at day 1. These data further support the similarity of the response over time during *S*. *aureus* SSTI. As with the top activated pathways, the top inhibited pathways all function in the immune response. These pathways generally appear to be involved in the anti-inflammatory response (e.g., SOCS1 and SOCS3, which work to suppress cytokine production, and IL-37, which inhibits innate immunity [23]). Inhibition of these anti-inflammatory pathways may augment a pro-inflammatory response. We also found that the CD3 and CD28 pathways, both critical to T cell receptor signaling [24], were consistently inhibited at all three time points.

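Among the tested targets listed for CD3, 25 of 30 were increased locally on Day 1, 14 of 18 on Day 4 and 9 of 15 on Day 7. For CD28 the numbers were 19 of 23, 9 of 12 and 9 of 14. Such lists hold only genes that the paper found changed.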

Though we did see a higher level of variability in the RNA-seq data in terms of differential expression of individual genes at the tested time points (refer to Tables 1–4, which demonstrate that a number of the genes that are highly differentially expressed at one time are not differentially expressed at other times), the URA suggests that global pathway activation and repression is similar over the course of infection.

## Discussion

In order to better understand the effects of staphylococcal infection on the host, we performed a comprehensive genetic analysis of the mouse transcriptome using high-throughput sequencing of cDNA (RNA-Seq) prepared from RNA enriched from mouse ears using an epicutaneous infection model [13]. In this study, we chose to compare infected ears to uninfected ears from the same challenged mice in order to evaluate the local response at the site of infection. We also compared cDNA from the uninfected ears from challenged mice to cDNA from ears of naïve mice in order to determine differential gene expression systemically over the time course of infection. Through these analyses, we determined that a large number of genes are differentially expressed at the site of infection both early and late during SSTI, while a smaller number of genes are affected systemically. When we categorized these differentially expressed genes into pathways using the IPA Upstream Regulator Analytic (URA), we found that all of the pathways that showed the highest level of significance both locally and systemically were involved in the immune response.

URA bundles transcriptomic data together into potentially activated or inhibited pathways, which can give hints as to what is happening within the cellular environment to lead to the observed expression data results. URA can predict activation or inhibition of pathways whether or not the gene encoding the upstream regulator itself is differentially expressed, providing added benefit over examining gene expression data alone. The majority of the predicted activated pathways, in fact, did not have a differentially expressed upstream regulator (S2–S7 Tables). 

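In the local tables, 70.0%, 74.4% and 71.4% of the regulators marked as activated on Days 1, 4 and 7 are listed without a log ratio of their own gene. The genes of 111, 56 and 28 of these regulators were tested here, and 38 (34.2%), 15 (26.8%) and 9 (32.1%) passed the threshold. In the systemic tables 100% on Day 4 and 80.0% on Day 7 are listed without a log ratio, and 0 of 2 and 0 of 7 tested genes passed.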

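Il12a (ENSMUSG00000027776, chromosome 3, 68690644 to 68698547) had an LFC of 2.83 (adjusted p = 0.000345) on Day 1 and 1.66 (adjusted p = 0.00979) on Day 4, and 1 infected ear was counted on Day 7, at a log2 ratio of 0.95. The Day 4 call rests on 2 ears in each group. Il12b (ENSMUSG00000004296, chromosome 11, 44400063 to 44414033) was below the filter on low counts on Day 1 and had an LFC of 2.30 (adjusted p = 0.0178) on Day 4 and 4.72 (adjusted p = 0.00168) on Day 7. In a fit with the replicate number as a block, on ears with a mean correlation of 0.28 within mice, the Day 4 LFC of Il12b was 2.52 (adjusted p = 0.00379), which is past the threshold. That fit rested on mice 2 and 3, since Il12b was not counted in the infected ear of mouse 1. Il18 (ENSMUSG00000039217, chromosome 9, 50575273 to 50581837) had 19.8 ± 1.69 CPM (SD, n = 3) in infected ears and 35.1 ± 1.56 CPM (SD, n = 2) in uninfected ears on Day 1, an LFC of -0.83 (standard error 0.10, adjusted p = 0.00116), short of the LFC threshold. On Days 4 and 7 its log2 ratio was -0.11 and -0.19, each from 1 infected ear. Of the tested targets of IL-12, 19 of 21, 13 of 15 and 11 of 13 were increased on Days 1, 4 and 7, and of those of IL-18, 21 of 22, 14 of 14 and 9 of 10, all listed because the paper found them changed.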

For example, both the IL-12 and IL-18 pathways were predicted to be activated at every time point (S2–S7 Tables), and while *Il-12a* and *Il-12b* show significantly increased transcript levels, the *Il-18* gene itself was not differentially expressed (S1 Table). If one were only examining the gene expression data, the potential importance of the IL-18 pathway could be missed. These analyses broaden avenues of future study of staphylococcal SSTI using a rational, statistically-based categorization of gene expression data. However, it is important to note that the URA is theoretical, and follow-up experiments are necessary to confirm the activation or inhibition of these pathways.

The immune-associated genes that demonstrated the highest differential expression at the site of infection (Table 1) suggest a significant local inflammatory response. Our data largely agree with the microarray analysis performed by Cho and colleagues [9,11]; all 20 top up-regulated genes at four hours post-infection in the previous dataset had significantly increased transcript levels in our SSTI model at Day 1 post-infection. The activation of the IL-1β pathway at all tested time points in our data, demonstrated through URA, also supports Cho *et al*.’s contention that this cytokine plays an important role in SSTI. Our URA predicts that the IL-1α pathway was also activated at the site of infection at all tested time points; this pathway was activated systemically both at Day 4 and Day 7. Several pathways that are important for the TH17 response were activated at the tested time points, including the TNF, IL-6, TGF-β1, IL-21, and GM-CSF pathways. Cho and colleagues also demonstrated the importance of IL-17 in resolution of *S*. *aureus* skin infection [11]. *Il-17a* was also one of the top locally up-regulated genes Day 1 post-challenge in our model, and was IL-17 was activated globally as a pathway regulator (meaning that a significant number of downstream genes were differentially expressed) at all three time points.

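Il17a (ENSMUSG00000025929, chromosome 1, 20730905 to 20734496) had 0.261 ± 0.179 CPM (SD, n = 3) in infected ears and 0.00773 ± 0.00675 CPM (SD, n = 3) in uninfected ears on Day 1, an LFC of 4.98 (standard error 0.83, adjusted p = 0.00351). On Day 4 it had 0.587 ± 0.103 CPM (SD, n = 3) in infected ears and none detected in uninfected ears, an LFC of 9.76 (adjusted p = 0.000372). With no reads in the uninfected ears, the size of that LFC cannot be measured. On Day 7 Il17a was below the filter on low counts, with 0.0830 ± 0.0615 CPM (SD, n = 3) and 0.0167 ± 0.0289 CPM (SD, n = 3). After adding the replicate number as a block, on ears with a mean correlation of 0.27 and 0.28 within mice, the LFC was 4.91 on Day 1 and 9.76 on Day 4.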

We feel that the high degree of similarity between our Day 1 data and Cho *et al*.’s four hour post-infection data [9] validate the results we obtained through RNA-seq. Future studies will follow up on the biological significance of several genes that we have found to be differentially expressed in our model.

Our data expand on Cho and colleagues’ analyses through testing more time points and through use of a more sensitive method of studying differential gene expression. We also evaluated both local and systemic responses to *S*. *aureus* SSTI instead of focusing only on the response at the site of infection. In order to best elucidate protective immune responses, we believe it is important to fully understand gene expression both at the site of infection and at distal sites.

While a significant proportion of differentially expressed genes were shared between Days 1, 4, and 7 (Fig 1), we also found many genes that are differentially expressed early and not late, or vice versa. 

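Saa2 (ENSMUSG00000057465, chromosome 7, 46751833 to 46754314) had 1.95 ± 1.03 CPM (SD, n = 3) in infected ears and 0.0105 ± 0.0149 CPM (SD, n = 2) in uninfected ears on Day 1, an LFC of 7.42 (standard error 0.97, adjusted p = 0.00183). On Days 4 and 7 it was counted in 1 infected ear, at 0.211 and 0.0582 CPM, and its log2 ratio to the uninfected ears was 3.21 and 0.63.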

For example, *Saa2*, which encodes an acute phase protein, has significantly increased transcript levels at the site of infection on Days 1 and 4, but is not differentially expressed at Day 7. SAA2 is important in the initial response to infection and its expression is activated by pro-inflammatory cytokines [25]. 

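Csf2 (ENSMUSG00000018916, chromosome 11, 54247271 to 54249667) had an LFC of 6.13 (standard error 0.70, adjusted p = 0.000827) on Day 1, 1.36 (adjusted p = 0.0646) on Day 4 and 0.73 (adjusted p = 0.210) on Day 7. On Day 1 it had 2.41 ± 1.45 CPM (SD, n = 3) in infected ears and 0.0343 ± 0.0144 CPM (SD, n = 3) in uninfected ears. When the replicate number was added as a block, on ears with a mean correlation of 0.27 within mice, the Day 1 LFC was 6.05. Fcnb, the gene of Ficolin B (ENSMUSG00000026835, chromosome 2, 28076378 to 28084885), had an LFC of 5.48 (standard error 0.78, adjusted p = 0.00198) on Day 1. It was below the filter on low counts on Day 4, with 0.0298 ± 0.0421 CPM (SD, n = 2) in infected ears, and was counted in 1 infected ear on Day 7, at a log2 ratio of 1.84. The local LFC of Csf2 was higher on Day 1 than on Day 7 by 5.38 (standard error 0.88, adjusted p = 0.00646) in a test of the difference itself, and by 5.39 (adjusted p = 0.00324) with the block, on ears with mean correlations of 0.27 and 0.42 within mice. It stayed past the threshold in 2 of the 10 fits that each left out an ear, where the difference was between 5.01 and 5.82. For Fcnb the change between days was not tested.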

*Csf2*, which encodes a cytokine involved in granulocyte production, and the gene encoding Ficolin B, a pattern recognition receptor [26], both demonstrate significant transcript increases only at Day 1 at the site of infection. Conversely, the gene encoding granyzme K, a cytolytic granule found in CTLs and NK cells [27], had signfiicant increases in transcript levels at the site of infection only at Day 7. These genes’ expression profiles give a sense of how the host response is changing over time.

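Gzmk had 0.607 ± 0.248 CPM (SD, n = 3) in infected ears and 0.645 ± 0.193 CPM (SD, n = 3) in uninfected ears on Day 1, 0.908 ± 0.0797 CPM (SD, n = 2) and 0.837 ± 0.231 CPM (SD, n = 3) on Day 4, and 1.17 ± 0.192 CPM (SD, n = 2) and 0.649 ± 0.122 CPM (SD, n = 3) on Day 7. The Day 7 LFC was 0.85 (standard error 0.22, adjusted p = 0.0396), and no fit that left out an ear and kept 2 in each group brought it past the threshold. With the replicate number as a block, the adjusted p-value was under 0.01, but the LFC stayed below 1. These levels include reads of any other gene within the span counted for Gzmk, which were not separated.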

We also found a large number of uncharacterized genes that were differentially expressed early during infection but not late, or vice versa. These genes could be potentially interesting as unknown mediators of any number of pathways, host responses, cellular metabolism, etc. Because SSTI is self-limiting [13], we hypothesize that that the genes that are differentially expressed later but not early are potentially most important for direct resolution of the infection, and may provide insight into the response that leads to clearance by 14 days post-challenge. However, those genes that are expressed only early in the infection might be important for helping to stimulate later responses, or for holding bacterial levels in check, allowing for future resolution.

Through examining gene expression over time, we also were able to demonstrate that activation of systemic immune responses lags behind that of the local response. 

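The systemic tests found 0 increased genes on Day 1, 5 on Day 4 and 23 on Day 7, with 1492, 2109 and 3028 genes at an unadjusted p-value under 0.05 in either direction. This rise was not seen under every alternative. DESeq2 gave 31, 94 and 111 increased genes on the 3 days, and no filter 15, 49 and 39. All 27 libraries in one fit gave 0, 0 and 2. Leaving out 1 ear gave from 0 to 77, from 0 to 14 and from 0 to 30. Among genes counted in all ears, other splits held up to 961, 1551 and 703 at that p-value, against 909, 501 and 1420. Locally 1493 genes were increased on Day 1.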

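Il20 (ENSMUSG00000026416, chromosome 1, 130907192 to 130911296) had 0.886 ± 0.172 CPM (SD, n = 3) in uninfected ears and 0.106 ± 0.164 CPM (SD, n = 3) in naïve ears on Day 7, an LFC of 3.07 (standard error 1.01, adjusted p = 0.310). Its local LFC on Day 1 was 0.48 (adjusted p = 0.414). The systemic LFC was -1.36 (adjusted p = 0.855) on Day 1 and 1.02 (adjusted p = 0.720) on Day 4. Defb6 (ENSMUSG00000050756, chromosome 8, 19225478 to 19228209) had 96.3 ± 5.48 CPM (SD, n = 3) and 48.8 ± 9.66 CPM (SD, n = 2) on Day 7, an LFC of 0.98 (standard error 0.12, adjusted p = 0.0257), and a local LFC of 0.39 (adjusted p = 0.00760) on Day 1. The systemic LFC of Defb6 was -0.10 (adjusted p = 0.924) on Day 1 and -0.35 (adjusted p = 0.333) on Day 4. The Day 1 value changed sign with sample quality weights (0.02) and without naïve replicate 3 (0.07).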

Of the immune genes with the most significantly systemically increased transcript levels only on Day 7 (see Table 2), all except for two (*Il-20* and *Defb6*) had significant increases in transcripts locally by one day after infection (Table 1 and S1 Table). The kinetics of infection, along with the patterns of gene expression, may help aid in dissection of temporal changes that lead to clearance.

Our gene expression data suggest that a TH1 response is occurring during staphylococcal SSTI. 

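Ifng (ENSMUSG00000055170, chromosome 10, 118441047 to 118445892) had 0.202 ± 0.127 CPM (SD, n = 2) in infected ears and 0.0137 ± 0.00314 CPM (SD, n = 3) in uninfected ears on Day 4, an LFC of 3.83 (standard error 0.61, adjusted p = 0.00884). On Day 7 it had 0.885 ± 0.547 CPM (SD, n = 3) and 0.0392 ± 0.0400 CPM (SD, n = 3), an LFC of 4.50 (standard error 0.79, adjusted p = 0.00502). It was below the filter on low counts on Day 1, with 0.0557 ± 0.0568 CPM (SD, n = 3) in infected ears. With the replicate number as a block, on ears with mean correlations of 0.28 and 0.42 within mice, the LFC was 3.80 on Day 4 and 4.56 on Day 7. The Day 4 call was lost in each of the 3 fits that left out an uninfected ear.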

*Ifnγ* had significant increases in transcript levels at the site of infection on Days 4 and 7 (LFC = 4.15 and 4.43, respectively; S1 Table), and its pathway was also predicted through URA as activated locally at Days 1, 4, and 7 after challenge because a large number of genes affected by IFNγ demonstrated expression patterns indicative of pathway activation (S2, S4 and S6 Tables). This cytokine is important for a variety of immune functions, including activating innate immune cells and skewing the adaptive response toward TH1 [28]. IL-12 and IL-18 synergistically amplify IFNγ production [29], increasing the TH1 response. 

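Il12a had 2.41 ± 0.539 CPM (SD, n = 3) in infected ears and 0.337 ± 0.0806 CPM (SD, n = 3) in uninfected ears on Day 1, an LFC of 2.83 (standard error 0.26, adjusted p = 0.000345). On Day 4 its LFC was 1.66 (standard error 0.38, adjusted p = 0.00979), with 2 ears counted in each group. Il12b had 0.832 ± 0.288 CPM (SD, n = 2) in infected ears and 0.0318 ± 0.0266 CPM (SD, n = 3) in uninfected ears on Day 7, an LFC of 4.72 (standard error 0.54, adjusted p = 0.00168). On Day 4 its LFC was 2.30 (standard error 0.45, adjusted p = 0.0178).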

Both genes encoding IL-12 had significantly increased transcript levels at the site of infection in our model (*Il-12a* Day 1 LFC 2.84; Day 4 LFC 2.00; *Il-12b* Day 4 LFC 2.23, Day 7 LFC 4.29; S1 Table). We also saw significant local transcript increases of genes encoding the IFNγ-inducible TH1 chemokines CXCL9 (Table 1), CXCL10 (LFC 4.21, 4.59, and 4.87, respectively), and CXCL11 (LFC 2.09, 3.75, and 5.21, respectively) at Days 1, 4, and 7 [30]. 

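Cxcl9, Cxcl10 and Cxcl11 lie side by side on chromosome 5, from 92321331 to 92365485, and were counted in 1 infected ear on Day 4 and in 1 on Day 7. On Day 1 the LFC was 2.10 (standard error 0.19, adjusted p = 0.000440) for Cxcl9, 4.19 (standard error 0.66, adjusted p = 0.00349) for Cxcl10 and 1.66 (standard error 0.60, adjusted p = 0.0599) for Cxcl11. In a fit with the replicate number as a block, on ears with a mean correlation of 0.27 within mice, it was 2.17, 4.17 and 1.67. On Day 4 the infected ear had 1.53, 5.17 and 1.05 CPM of Cxcl9, Cxcl10 and Cxcl11, at log2 ratios of 0.58, 2.79 and 1.32 to the uninfected ears. On Day 7 the CPM values were 146, 48.1 and 24.2, and the log2 ratios 7.72, 5.43 and 5.61.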

Whether this response is beneficial is debatable, as Montgomery and colleagues demonstrated that the TH1/IFNγ pathway prevented protective immunity in their model of SSTI [31], and Nippe *et al*. demonstrated in a different subcutaneous infection model that mice skewed toward a TH1 response exhibited increased swelling at the infection site and higher bacterial loads by one week post-challenge [32]. The pathways controlled by IL-4, the hallmark cytokine of a TH2 response [28], as well as TH2 cytokine IL-13, were not activated in our model. In fact, the IL-13 pathway is predicted to be inhibited systemically by Day 7 post-challenge (S7 Table). These results are suggestive that, at least in our epicutaneous model of SSTI, the TH1 response may be augmented over the TH2 response. Previous work demonstrated that anti-alpha toxin antibody levels can correlate at least partially to protection in this model [33], but it remains unclear what mechanism of protection is most important in natural infection. The TH1 response augments the production of complement-fixing and opsonizing antibodies [34], which could be important in the response to *S*. *aureus*. Further studies will be required to dissect TH1/TH2 responses in the epicutaneous SSTI model.

Besides the mediators discussed above, a substantial number of other genes encoding proteins that are important for the innate response had significantly increased transcript levels, or their pathways were predicted as activated based on the transcriptional data, in our SSTI model. These include a variety of other cytokines and chemokines, factors important for leukocyte adhesion, components of the complement cascade, proteases found in neutrophil granules, and mast cell proteases. Since the infection is self-limiting, remains localized, and clears by day 14, it is likely that the innate response plays an important role in containing *S*. *aureus* SSTI. Neutrophils have been implicated for their importance in controlling these infections [8,9,13]. Our results suggest that other components of the innate response, such as macrophages stimulated through the TH1 response, may also play significant roles, and future work will begin to dissect these mechanisms.

Keratinocytes are now recognized for their importance in regulating the immune response in the skin [35]. These cells produce cytokines and chemokines as well as express cytokine and chemokine receptors. 

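The files list 109 keratin and keratin-associated genes, taken by symbols that begin with Krt followed by a digit or with Krtap. In the local comparison on Day 1, 107 were tested, of which 5 were increased and 2 decreased past the threshold. The LFC was above 0 for 26 of them and below 0 for 81, with a median of -0.37. The median was -0.54 on Day 4 over 102 genes, where 9 were increased and 1 decreased. These 2 medians were above 0 when the uninfected ear of mouse 3 was left out, at 0.12 over 102 genes on Day 1 and 0.07 over 102 genes on Day 4. After adding the replicate number as a block, on ears with mean correlations of 0.27 and 0.28 within mice, they were -0.04 and -0.46, with 51 of 107 genes above 0 and 56 below 0 on Day 1. In the systemic comparison on Day 1, 87 of 107 tested keratin genes had an LFC above 0 and 20 below 0, with a median of 0.79. The number past the threshold was 0, and 27 had an unadjusted p-value under 0.05 with an LFC above 0 and 2 with an LFC below 0. Between 0 and 40 keratin genes were increased systemically on Day 1 when 1 ear was left out. The systemic Day 1 median stayed above 0 when any 1 ear was left out, between 0.33 and 1.20. The 3 uninfected ears did not share a direction, though. Their median keratin levels were 1.88 log2 CPM in mouse 1, over 102 genes, and 4.69 and 4.82 in mice 2 and 3. The naïve ears had 3.42, 3.15 and 3.13. Without the uninfected ear of mouse 1, 40 keratin genes were increased. The systemic median was 0.07 on Day 4 and -0.12 on Day 7, and these changed sign with some ears left out, from -0.39 to 0.43 and from -1.82 to 0.58.

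**Figure D4:**
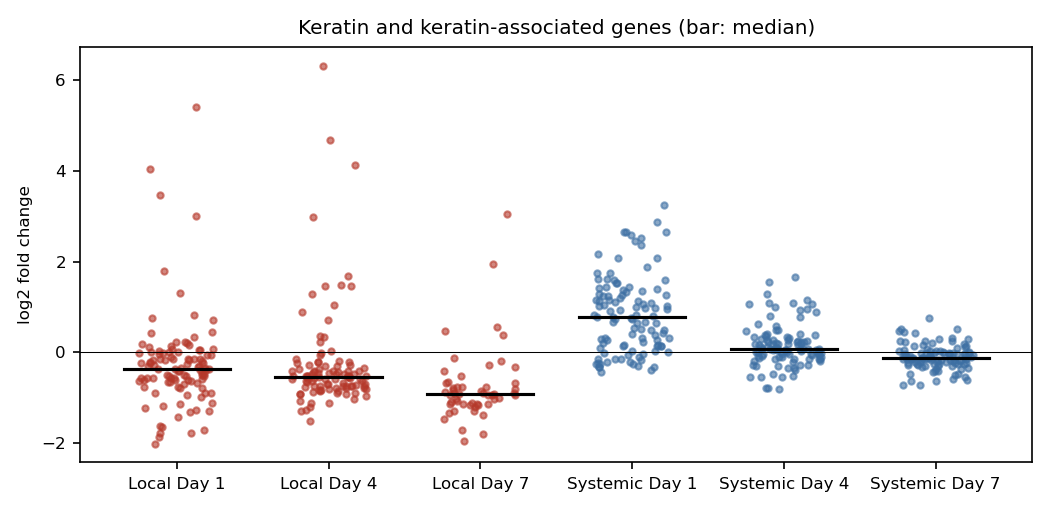
LFC of each tested keratin and keratin-associated gene in the 3 local comparisons (red) and the 3 systemic comparisons (blue), with a bar at the median. The median is -0.37, -0.54 and -0.92 in the local comparisons on Days 1, 4 and 7, and 0.79, 0.07 and -0.12 in the systemic comparisons, and all but the systemic Day 1 median change sign when certain single ears are left out. With the replicate number as a block, which pairs the ears of each mouse, the local medians are -0.04, -0.46 and -1.24. On Days 4 and 7 most of these genes are paired in mice 2 and 3 only.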

A considerable number of keratin genes had increased transcript levels both locally and systemically during SSTI, especially early in the infection (S1 Table). Besides their importance as major cytoskeletal proteins in the epithelia [36], some keratins have been identified as important regulators of the immune response. While keratin genes have been examined for their roles in inflammatory diseases such epidermolytic icthyosis [37], their role in the response to staphylococcal pathogenesis has to this point remained undescribed. These genes may provide novel means of targeting these infections. The gene encoding KRT17, which promotes epithelial cell proliferation as well as a TH1/TH17 response [38], had significantly increased transcript levels at the site of infection at Days 1 and 4 post-challenge (LFC 1.76 and 1.39, respectively), and K*rt16* was highly expressed at the site of infection at all three time points, with LFCs greater than 5. 

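Krt17 (ENSMUSG00000035557, chromosome 11, 100256217 to 100261029) had 1450.2 ± 286 CPM (SD, n = 3) in infected ears and 419 ± 114 CPM (SD, n = 3) in uninfected ears on Day 1, an LFC of 1.79 (standard error 0.23, adjusted p = 0.00136). Its LFC was 1.46 (adjusted p = 0.000496) on Day 4 and 0.46 (adjusted p = 0.0287) on Day 7. Krt16 (ENSMUSG00000053797, chromosome 11, 100246091 to 100248902) had 2465 ± 665 CPM (SD, n = 3) in infected ears and 149 ± 11.0 CPM (SD, n = 3) in uninfected ears on Day 1. The LFC of Krt16 was 4.05 (standard error 0.22, adjusted p = 4.8e-05) on Day 1, 4.13 (standard error 0.23, adjusted p = 0.000113) on Day 4 and 3.061 (standard error 0.13, adjusted p = 3.7e-05) on Day 7. When the replicate number was added as a block, on ears with mean correlations of 0.27, 0.28 and 0.42 within mice, it was 4.01, 4.00 and 3.03. The Day 7 LFC of Krt17 was -0.12 when the zeros after each stop were taken as counts, an alternative chosen after seeing the data.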

KRT16 was identified for its importance in innate immune regulation during epithelial infection, where it may provide an important checkpoint in the pro-inflammatory feedback loop [39]. 

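Krt1 (ENSMUSG00000046834, chromosome 15, 101845428 to 101850786) had 4038 ± 940.0 CPM (SD, n = 2) in infected ears and 1468 ± 136 CPM (SD, n = 3) in uninfected ears on Day 4, an LFC of 1.46 (standard error 0.18, adjusted p = 0.00308). On Day 7 it was counted in 1 infected ear, at 5680.1 CPM (n = 1), against 1484 ± 129 CPM (SD, n = 3) in uninfected ears, a log2 ratio of 1.94 with no test. On Day 1 the LFC was 0.71 (standard error 0.14, adjusted p = 0.00726), short of the LFC threshold.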

KRT1 is involved in negative regulation of the pro-inflammatory response in the epithelia [40], and *Krt1 was* significantly up-regulated at Days 4 and 7 at the site of infection in our model (LFC 1.36 and 1.77, respectively). Roth and colleagues established that *Krt1* ^*-/-*^ mice have markedly higher levels of the pro-inflammatory cytokine IL-33 [40]. 

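Il33 (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718) had 174 ± 16.6 CPM (SD, n = 2) in infected ears and 65.9 ± 4.38 CPM (SD, n = 3) in uninfected ears on Day 4, an LFC of 1.40 (standard error 0.10, adjusted p = 0.000368). The Day 1 LFC was 0.74 (standard error 0.14, adjusted p = 0.00586). With the replicate number as a block, on ears with a mean correlation of 0.28 within mice, the Day 4 LFC was 1.43.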

We noted increased transcript levels of *Il-33* in infected ears at Day 4 (LFC 1.38, S1 Table). However, by Day 7, *Il-33* transcripts are no longer increased, while *Krt1* transcripts remain increased. This suggests that KRT1 may play a role in dampening inflammation during *S*. *aureus* SSTI, possibly by modulating IL-33 levels. 

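On Day 7 both genes were counted in 1 infected ear, so no test was possible. That ear had 113 CPM of Il33 against 63.7 ± 2.32 CPM (SD, n = 3) in uninfected ears, a log2 ratio of 0.83. For Krt1 the log2 ratio was 1.94.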

By Day 7, 50 keratin-associated genes had significantly decreased transcript levels at the site of infection (S1 Table). 

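On Day 7, 52 keratin and keratin-associated genes were tested in the local comparison. The LFC was below 0 for 47 of them and above 0 for 5, with a median of -0.92. Past the threshold were 1 gene in this direction and 2 increased genes, and 9 genes below 0 had an unadjusted p-value under 0.05. Without the uninfected ear of mouse 3, the median was 0.62 and 39 of the 52 genes were above 0, in a fit that kept the infected ear of that mouse. In a fit with the replicate number as a block, which pairs the ears of each mouse by the labels (mean correlation of 0.42 within mice on Day 7), 31 keratin genes were decreased. The infected ear of mouse 1 was counted for 2 keratin genes, so for the others this fit rested on mice 2 and 3. The correlation was taken over the 2429 genes counted in all 6 ears. The median with the block was -1.24, and 47 of the 52 genes were below 0. The paper proposes that a rapid early increase in keratin gene expression is followed by down-regulation.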

We hypothesize that keratins may be part of the immune balance in the host during *S*. *aureus* SSTI, through rapid early increases in keratin gene expression, perhaps to increase cell number/epithelial thickness, as well as to augment and control the innate immune response; as the infection continues, tissue damage worsens and the adaptive response begins to take over. At this point, the keratin genes are down-regulated. KRT8 has been postulated as a potential binding site for *S*. *aureus* adhesin ClfB [41]. 

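Krt8 (ENSMUSG00000049382, chromosome 15, 101996711 to 102004342) had 0.511 ± 0.0152 CPM (SD, n = 2) in infected ears and 1.26 ± 0.540 CPM (SD, n = 3) in uninfected ears on Day 4, an LFC of -1.30 (standard error 0.38, adjusted p = 0.0658). After adding the replicate number as a block, on ears with a mean correlation of 0.28 within mice, it was -1.47 (adjusted p = 0.00322), which is past the threshold. That fit rested on mice 2 and 3, since Krt8 was not counted in the infected ear of mouse 1. On Day 1 the LFC was -0.56 (adjusted p = 0.130), and on Day 7 the log2 ratio of 1 infected ear to the uninfected ears was -1.23.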

Interestingly, the *Krt8* gene is significantly down-regulated at the site of infection in our model at Day 4 (LFC -1.31, S1 Table). This lowered expression may help the host to decrease bacterial adherence in an effort to limit infection. Overall, the keratins are a largely uninvestigated area of the *S*. *aureus*/host interaction that deserves greater attention.

While the current literature studying responses to *S*. *aureus* SSTI have focused on inflammatory responses, our data suggest that genes that help to keep inflammation in check may also be important in the host response. A number of differentially expressed genes at the site of infection encode proteins with immune modulating functions. These include *Nlrp12* (Table 1) [42], *Nlrp6* (significantly increased at the site of infection on Days 1 and 4; S1 Table) [43], *Irg1* (Table 1) [44], *Olfm4* (Table 1) [45], *Soscs3* (locally increased transcript levels on Days 1, 4, and 7; S1 Table) [46], zinc finger protein *Zc3h12a* (locally increased transcript levels on days 1 and 4; S1 Table) [47], and several *Cd300* family members (both increased and decreased transcript levels, S1 Table) [48]. 

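On Day 1 the local LFC was 5.69 (standard error 0.32, adjusted p = 8.7e-05) for Nlrp12, 2.37 (standard error 0.41, adjusted p = 0.00486) for Nlrp6, 3.69 (standard error 0.25, adjusted p = 9.8e-05) for Socs3 and 2.44 (standard error 0.12, adjusted p = 4.8e-05) for Zc3h12a. Socs3 (ENSMUSG00000053113, chromosome 11, 117966079 to 117970047) also passed the threshold on Day 4, with an LFC of 2.21 (adjusted p = 0.000266), and on Day 7, with 1.85 (adjusted p = 0.000396). Nlrp12, Nlrp6 and Zc3h12a were counted in 1 infected ear on the later days, at log2 ratios of 5.72, 3.15 and 2.18 on Day 4 and 3.37, 0.66 and 0.39 on Day 7. Of the Cd300 family, Cd300lf had LFC values of 7.16, 5.80 and 5.45 on Days 1, 4 and 7, and Cd300a of 1.59, 2.05 and 2.14. Cd300lg was decreased on Day 1, with an LFC of -1.21 (standard error 0.24, adjusted p = 0.00670), and had an LFC of -0.52 on Day 4 and 0.09 on Day 7. When the replicate number was added as a block, on ears with mean correlations of 0.27, 0.28 and 0.42 within mice, the LFC of Socs3 was 3.63, 2.32 and 1.80.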

We also note that a significant proportion of inhibited pathways are involved in attenuation of inflammation (Table 6 and S2–S7 Tables). We hypothesize that the proteins encoded by these genes may help prevent dysregulated inflammation that could exacerbate skin damage; however, it is likely that a number of anti-inflammatory pathways must also be inhibited in order to obtain a level of inflammation necessary to clear *S*. *aureus*. This immune balance could be critical for generation of a successful response to the pathogen. Further research into these pathways is required to determine their actual role in the response to SSTI.

In summary, we present a comprehensive transcriptomic analysis of the time course of murine gene expression for up to one week after *S*. *aureus* challenge in an epicutaneous skin infection model. We examined differential gene expression both at the site of infection as well as systemically at three time points by comparing infected ears to uninfected ears from the same challenged mice, or comparing uninfected ears from challenged mice to naïve mice. We also used computational analysis of the transcriptomic data to generate predictions on potentially activated and inhibited pathways during both the local and systemic response to infection over time. Through these evaluations we found that the systemic response lags behind the local response in terms of pathway activation and inhibition. We determined that a majority of the differentially expressed immune response genes are critical for the innate, TH17, and TH1 responses. We also found that a large number of keratin-associated genes are differentially expressed over time, which could give insight into tissue damage, remodeling, and the potential immune function of these genes. The high level of differential gene expression, both at the site of infection and systemically, provides a great deal of potential avenues for further study into the response to this infection. RNA-seq does not provide information as to which gene(s) are responsible for resolution of infection in our model; instead, the data generated from this work allow us to develop testable hypotheses that may further our knowledge in this area. These data may help us understand how the host can contain the infection in this self-limiting model. Further study using other animal models of SSTI, including humanized mice, will help to determine if the differences in gene expression we elucidated may be applicable to human diseases.

## Supporting Information

S1 Table Log fold change (Log_2_) for all RNA-seq data. 

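The S1 Table gives, for each comparison, the LFC that the paper found with DESeq for each listed gene, and Inf where the LFC is not finite. Only part of the sheets could be read here. Of the 1997 genes read on the Day 1 local sheet, 1475 have a value other than 0, and 1461 of these were tested here. All 1461 are listed as increased, so no gene that the paper found decreased was compared. Of the 1461, 1454 were in the same direction and 1197 passed the threshold. The correlation of the paper's LFC with the LFC found here was 0.93. It was taken over the 1433 genes with a finite value, which are not independent replicates, and the median absolute difference was 0.09. On the Day 1 systemic sheet, 120 of 123 genes with a value other than 0 were tested, and these too are all listed as increased. Of them, 118 were in the same direction and 0 passed the threshold. Over the 119 with a finite value, the correlation across genes was 0.69 and the median absolute difference 0.06.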

(XLS) Click here for additional data file.

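The S2 to S7 Tables list, for each comparison, the regulators that the Upstream Regulator Analytic found to have an excess of differentially expressed genes among their known targets. The log ratio column gives the LFC of the regulator's own gene where the paper called it differentially expressed. The activation z-score compares the direction of the targets' changes with the directions recorded in the knowledge base, and the p-value of overlap compares the number of targets among the differentially expressed genes with that in the whole set of genes.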

S2 Table URA of RNA-seq data from local response, Day 1. The data used for this analysis compared infected ears to non-infected ears from challenged mice.
(XLS) Click here for additional data file.

S3 Table URA of RNA-seq data from systemic response, Day 1. The data used for this analysis compared non-infected ears from challenged mice compared to naïve mice.
(XLS) Click here for additional data file.

S4 Table URA of RNA-seq data for local response, Day 4. The data used for this analysis compared infected ears to non-infected ears from challenged mice.
(XLS) Click here for additional data file.

S5 Table URA of RNA-seq data for systemic response, Day 4. The data used for this analysis compared non-infected ears from challenged mice compared to naïve mice.
(XLS) Click here for additional data file.

S6 Table URA of RNA-seq data for local response, Day 7. The data used for this analysis compared infected ears to non-infected ears from challenged mice.
(XLS) Click here for additional data file.

S7 Table URA of RNA-seq data for systemic response, Day 7. The data used for this analysis compared non-infected ears from challenged mice compared to naïve mice.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

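RNA from ears of BALB/c mice was sequenced by the authors as paired reads from non-strand-specific libraries of polyadenylated RNA. The 27 libraries of known condition are the infected left ear and the uninfected right ear of 3 challenged mice and an ear sample of 3 naïve mice on each of Days 1, 4 and 7. They form 9 groups of 3. Another 3 libraries are labelled as Day 0. The paper does not describe them, so they were left out of every comparison, and their values are given in the closing section only.

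The authors aligned the reads with TopHat and deposited, for each library, the counts of reads over each of 39179 genes, without normalization. The counts follow the rule that a read is counted for each gene whose span it overlaps, introns included. In 1845 of 1845 pairs of genes with one inside the other, the outer gene had at least as many reads in all 22 complete libraries. The authors also deposited the same values as RPKM, which divide each count by the length of the gene span and by the mapped reads of the library. The RPKM values were used only to check the counts and the totals. Gene positions are printed as the files give them, on GRCm38. Of the listed genes, 37607 (96.0%) have a symbol in GENCODE mouse release 21, another 25 were named from the S1 Table, and 1547 have none. Mapped reads per library ranged from 154024445 to 205095116, and the group medians from 159893655 to 193078487. Shares of counts from single libraries are given only for mitochondrial genes, in the closing section, with 95% Wilson intervals that cover counting error only. The precision of each mean is given by the SD over the ears of its group. Where no read was counted in a group, the level is given as none detected.

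In 8 of the 30 libraries, every gene that starts after some point of the genome is listed at 0. Among genes with a median of at least 200 reads over the libraries, 0 of 53152 were at 0 before these points. The mapped reads of these 8 libraries lie between 157084261 and 200988271, and those of the other 22 between 154024445 and 205095116. Genes that span or follow such a point were treated as not counted in that library. This was decided after the values had been seen. The alternative of taking these zeros as counts was also run, and it too was chosen after seeing the data.

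The local comparison was infected ears against uninfected ears of the same mice, and the systemic comparison was uninfected ears against the ears of naïve mice, on each of 3 days. Because the files hold counts, the quasi-likelihood test of edgeR 4.0.16 was used in R 4.3.3. TMM factors were computed over the genes counted in all ears of a comparison, and library sizes were the mapped reads. Genes were grouped by the ears in which they were counted and each group was fitted with those ears, if at least 2 ears remained on each side and the group held at least 20 genes. Genes with low counts were removed with edgeR's filterByExpr. P-values were adjusted over all tested genes of a comparison by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p-value under 0.01 and an LFC of at least 1 in either direction, as in the paper. For genes with 1 ear on a side, and genes under the filter, the log2 ratio of the mean CPM values is given, after adding 0.001 CPM to each mean. The difference between Days 1 and 7 was tested over 12 ears as the difference of the 2 LFC values. Overlaps between days were computed over the genes tested on all 3 days, with 95% Wilson intervals, which cover counting error only. Exact permutation tests of 3 ears against 3 were two-sided and cannot give a p-value below 0.1. Where log2 CPM values were compared between ears, 0.01 CPM was added first.

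The genes named are those for which the paper states a direction, an LFC or a day, in the comparisons of that sentence. To these were added, for each comparison and direction, up to 3 genes with the largest LFC among those past the threshold, counted in all 6 ears, with all ears of one group on the same side of all ears of the other and a mean of at least 10 counts in the higher group. Keratin genes were taken by symbols that begin with Krt and a digit or with Krtap. For the pathway predictions, only the target lists in the supplementary tables could be used, since the Ingenuity Knowledge Base was not used here. These lists hold only targets among the genes that the paper found differentially expressed, so a high share of changed genes among them is expected.

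The alternatives tried were DESeq2 1.42.0 with its own size factors, no filter on low counts, all 27 libraries in one fit, sample quality weights from limma 3.58.1, the replicate number as a block in the local comparisons, the ratio of group means, and leaving out each ear in turn. Other splits of the ears into groups of the same sizes were also fitted, up to 100 per result. The tests were tested on simulated data in which 200 genes were changed by an LFC of 2 at a dispersion of 0.03. edgeR, DESeq2 and the fit with sample quality weights each recovered 200 of the 200 genes in the local comparisons of Days 1 and 4 and the systemic comparison of Day 7, with at most 2 false calls. In these comparisons every simulated gene had the same dispersion, and the ears of a mouse shared no effect. The recovery therefore does not cover more variable genes. The test of the difference between Days 1 and 7 recovered 175 (87.5%) without false calls, and all 200 with the replicate block. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.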

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

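All comparisons with other splits of the ears, and the test of library size for the Day 0 libraries, were chosen only after the result was seen; the test of the Day 0 libraries at locally increased genes was set before.

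Between Days 1 and 7 the local LFC differed at 108 of 7527 genes, 35 with the larger value on Day 1 and 73 on Day 7, and the systemic LFC at 7 of 24146 genes, all 7 with the larger value on Day 7. Both are tests of the difference itself. At an unadjusted p-value under 0.05 they held 2178 and 3348 genes. For the local response the day labels were exchanged within the 2504 genes counted in all 12 ears. The real split gave 41 genes and each of the other 9 gave 0, so 1 of 10 splits was as large. A test of 10 splits cannot give a share under 0.1, so the result cannot be told apart from a chance division of the mice by this test. The largest number of genes at an unadjusted p-value under 0.05 was 99 in another split, against 765 in the real one. For the systemic response, 12 of 100 splits gave as many genes as the real one, which found 1 of 10244 genes counted in all ears, and the most in another split was 2. At an unadjusted p-value under 0.05 the real split held 1496 genes, and 1 of the other 99 held more, with 1568. With 1 gene past the threshold in this smaller set, the splits say little about the 7 genes found over all 24146. Batches cannot be examined, since neither the labels nor the paper give a sequencing batch, and the mice of each day were collected as a cohort. Time after infection and cohort cannot be told apart.

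The paper does not report on the 3 Day 0 libraries. Their share of mapped reads on mitochondrial genes was 5.67%, 3.74% and 4.00% (95% Wilson intervals 5.663% to 5.670%, 3.742% to 3.747% and 3.993% to 3.999%), above all 7 naïve ears with counted mitochondrial genes (3.13% to 3.61%). Library size was tested as an explanation. Of the 3 libraries, 1 had fewer mapped reads than any naïve ear (166339089, against 167499197 to 195854784), and the other two had 187736307 and 183503631, so library size does not account for all 3 values. How this outcome was to be read was changed after the value had been seen. Preparation or sequencing in another batch was not tested, because no batch is given, and a contribution from it remains possible. No biological explanation was tested, since the condition of these samples is not known. At the 650 genes increased locally on Day 1, counted in all of these libraries, the median log2 difference from the naïve ears was -0.01, 0.04 and 0.00, and 0 of the 3 libraries lay outside the range of the 9 naïve ears, -0.16 to 0.08. In these genes the Day 0 libraries were within the spread of the naïve ears.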

How the results depend on the processing

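The comparisons with other splits of the ears were chosen only after the result was seen. All alternatives below were set before the data were examined, except taking the zeros after each stop as counts, which was chosen after seeing the data. A pseudocount of 1 was not run, because it was meant for RPKM files alone. The systemic comparisons could not be paired, because they set uninfected ears against ears of different mice, so the replicate block was run in the local comparisons only. Where a result changed, the cause was not tested.

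Numbers of increased genes in the local comparisons stayed within 1.5 times those reported under DESeq2 with its own size factors (1610, 736 and 429 on Days 1, 4 and 7), all 27 libraries in one fit (1585, 740 and 434) and the replicate block (1409, 610 and 480). On Day 4 the block covered 10959 genes, against 13452 without it. With sample quality weights 1757 genes were increased on Day 1, and without a filter 1532.

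DESeq2 with its own size factors gave 128 and 28 genes decreased locally on Days 4 and 7. It gave 31 increased and 7 decreased genes systemically on Day 1, 94 and 8 on Day 4, and 111 and 49 on Day 7. It gave 2 keratin genes decreased locally on Day 7 and 1 increased systemically on Day 1. The response differed between Days 1 and 7 at 276 genes locally and 110 systemically, and the share of genes found on more than 1 day was 60.1% for local increases and 19.4% for local decreases. For systemic increases the share was 2.02% of 198 genes.

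All 27 libraries in one fit gave 737, 135 and 28 genes decreased locally on Days 1, 4 and 7. Systemically it gave 0 increased genes on Day 4, with 2051 genes at an unadjusted p-value under 0.05, and 2 increased and 0 decreased on Day 7, with 2464. The response differed between days at 213 genes locally and 3 systemically, and the share of local increases on more than 1 day was 61.6%. Without a filter on low counts, 105 genes were decreased locally on Day 4. Systemically 15 were increased on Day 1, 49 increased and 3 decreased on Day 4, and 39 increased and 12 decreased on Day 7, and the systemic response differed between days at 23 genes. The share of systemic increases found on more than 1 day was 1% of 100 genes.

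Sample quality weights gave 990 genes decreased locally on Day 1. Systemically they gave 1 increased gene on Day 1, and 12 increased and 1 decreased on Day 4. The response differed between days at 253 genes locally and 22 systemically. The replicate block gave 89 genes, 31 of them keratin genes, decreased locally on Day 7, and a share of 60.4% for local increases on more than 1 day.

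With the zeros after each stop taken as counts, 83 genes were increased and 0 decreased locally on Day 1, with 6220 at an unadjusted p-value under 0.05. On Days 4 and 7 locally, 0 genes passed in either direction, with 55 and 91 at an unadjusted p-value under 0.05. Systemically 0 were increased on Day 4 and 0 in either direction on Day 7, with 140 and 395. It left 1 keratin gene increased locally on Day 1 and 0 decreased on Day 7. The response differed between days at 0 genes in either comparison, and the share of local increases on more than 1 day was 0%.

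Leaving out 1 ear at a time, with some fits covering fewer genes, gave from 695 to 1740 increased and from 110 to 969 decreased genes locally on Day 1. On Day 4 it gave from 115 to 551 and from 8 to 68, and on Day 7 from 149 to 356 and from 4 to 19. Systemically, increased genes ranged from 0 to 77 on Day 1, from 0 to 14 on Day 4 and from 0 to 30 on Day 7, and decreased genes from 0 to 1 on Day 1, while Days 4 and 7 stayed at 0. Keratin genes ranged from 5 to 6 increased locally on Day 1, from 0 to 1 decreased locally on Day 7 and from 0 to 40 increased systemically on Day 1. Across 12 fits each, the response differed between days at 23 to 290 genes locally and at 1 to 12 systemically. Across 18 fits the share found on more than 1 day ranged from 46.3% to 65.9% for local increases and from 5.88% to 16.3% for local decreases, and it was 0% for systemic increases in all 18 and for systemic decreases in the 6 fits that had any.

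The direction reversed in these named genes. Leaving out 1 ear gave from -0.43 to 0.15 for Gzmk on Day 1 locally, where the value was above 0 without infected ear replicate 1 or uninfected ear replicate 3, and from -0.067 to 0.34 on Day 4. Serpinb1c on Day 7 locally was 0.29 with the replicate block and 0.093 with sample quality weights, and ranged from -0.24 to 0.30 with 1 ear left out. Lyg2 on Day 1 ranged from -1.39 to 0.19. Systemically, Ms4a1 on Day 4 ranged from -1.43 to 1.08, Cd99 on Day 1 from -0.76 to 0.069, and Defb6 on Day 1 from -0.19 to 0.068, and Defb6 was 0.015 with sample quality weights. When 1 ear was left out, 12 more values changed sign where no test was made. Systemically on Day 1 the lowest such value was -1.35 for Igkc, -0.71 for Pax5, -0.71 for Cd22 and -1.62 for Ms4a1. On Day 4 it was -0.43 for Cxcl2, -0.49 for Cxcl3, -0.12 for Clec4e, -0.15 for Igkc, -0.26 for Cd22 and -0.90 for Cd99. Locally it was -0.28 for Il12b on Day 1 and -1.83 for Fcnb on Day 4. With the zeros taken as counts, the LFC was -0.46 for Gzmk and -0.37 for Serpinb1c on Day 4 locally, -0.12 for Krt17 on Day 7 locally, -0.086 for Igkc and -0.094 for Cd22 on Day 1 systemically, and 0.34 for Igkc and 0.21 for Cd99 on Day 7 systemically.

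The following counts are over all results of the named genes, apart from the reversals. They include the values above that changed sign where no test was made. DESeq2 left 125 results as they were and brought 6 past the threshold. The fit of all 27 libraries left 125, brought 1 past the threshold and took 5 below it. The ratio of group means left all 126 as they were, the fit without a filter 139, with 2 brought past the threshold, and the replicate block 78, with 3 brought past it. Sample quality weights left 127, brought 1 past the threshold and took 1 below it. The fits without 1 ear left 865 results as they were, took 59 below the threshold and moved 10 values without a test by more than their spread. With the zeros taken as counts 59 were left, 62 fell below the threshold and 29 moved.

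The median LFC of the keratin genes was negative in the local comparisons under every alternative that kept all ears, but positive without uninfected ear replicate 3, at 0.12, 0.07 and 0.62 on Days 1, 4 and 7. Those fits kept the infected ear of mouse 3 without its pair. With the replicate block, which pairs the ears, the medians were -0.04, -0.46 and -1.24, with 47 of 52 genes below 0 on Day 7. On Days 4 and 7 that fit rested on mice 2 and 3 for most of these genes. The systemic median on Day 1 was positive under every alternative run, between 0.33 and 1.20. Yet the uninfected ear of mouse 1 had a lower median keratin level (1.88 log2 CPM) than each naïve ear of that day (3.13 to 3.42).

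Other splits of the same ears were fitted for the genes counted in all of them. In each local comparison, 4 of the 10 splits part all 3 pairs of ears, and of these 4 only the real split gave any gene past the threshold, so 1 of 4 splits was as large for increased and for decreased genes on each day. The real split gave 891 increased and 294 decreased genes of 13294 on Day 1, 140 and 15 of 2050 on Day 4, and 166 and 10 of 2429 on Day 7. At an unadjusted p-value under 0.05 it held 7267, 772 and 969 genes, and the largest of the other 3 held 134, 23 and 19. The 6 splits that part only 1 pair gave no gene past the threshold and at most 615, 146 and 95 genes at an unadjusted p-value under 0.05. For keratin genes increased locally on Day 1, 1 of 4 splits reached the real 5, and for those decreased on Day 7 the real split gave 0, which all 4 of 4 reach by definition. Systemically the real split gave 0 genes on Day 1, which 10 of 10 splits reach by definition in either direction and for keratin genes, with 909 genes at an unadjusted p-value under 0.05 against at most 961 in another split. For increased genes, 1 of 10 splits reached the real 3 on Day 4 and 1 of 10 the real 1 on Day 7. For decreased genes, the real split gave 0 on both days, which 10 of 10 again reach by definition, with 501 and 1420 genes at an unadjusted p-value under 0.05 and at most 1551 and 703 in another split. Where the real count is 0 the splits show nothing. For the other counts the share is at least 1 of 4 splits locally and 1 of 10 systemically, so a chance division of the ears cannot be excluded by this test. For the share of genes found on more than 1 day, 100 splits were drawn. Of these, 1 reached the real 65.4% of 211 locally increased genes and 2 reached the real 14.9% of 67 locally decreased genes, while 33 and 32 of the 100 gave any gene. For systemic increases, the real share was 0% of 4 genes, so the 8 of 100 splits that gave any gene were as large by definition, and this shows nothing.

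The incomplete counts limit the number of genes tested locally. On Day 4, 53.8% of the listed genes were counted in at least 2 ears of each group, and on Day 7 29.4%. On simulated data with a dispersion of 0.03, the test recovered 200 of 200 genes with an LFC of 2 in the local comparisons of Days 1 and 4 and the systemic comparison of Day 7. Every simulated gene had the same dispersion, and the ears of a mouse shared no effect. In the real systemic comparison of Day 1, 0 of 49 tested genes of Table 2 passed, at a median LFC of 2.50. The recovery does not cover more variable genes, so it does not show that short systemic lists mean no change.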

Differences from the paper's values

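Of the settings used in this part, taking the zeros after each stop as counts was chosen only after the result was seen. Of 105 values that the paper states and that were computed here, 38 differ, among them 25 of 89 LFC values. The alternatives referred to are those set before the data were examined, and leaving out an ear is among them. A gap is called closed where the LFC lies within 1 SD between ears of the paper's value, or the number of genes within 1.5 times of it. A closed gap can therefore still leave most of the difference.

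The paper's number of genes increased locally is 1298 on Day 4 and 1351 on Day 7, against 581 and 380 here. The numbers here come from 13452 and 7322 tested genes, since 53.8% and 29.4% of the listed genes were counted in enough ears. Genes lost after the stops were tested under none of these alternatives. The gaps therefore do not compare the same genes, and this holds for the decreased genes of these days too. None of the alternatives closed these gaps, and the highest values were 740 with all 27 libraries in one fit on Day 4 and 480 with the replicate block on Day 7. For genes decreased locally on Day 4 the paper's number is 195, against 68 here. All 27 libraries in one fit gave 135, within 1.5 times of the paper's number. DESeq2 (128), no filter (105), the replicate block (81, over 10959 genes), sample quality weights (80) and leaving out an ear did not close the gap. On Day 7 the paper's number is 143, against 18 here, and no alternative closed the gap, the highest being 89 with the replicate block.

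Systemically on Day 1 the paper's numbers are 123 increased and 21 decreased genes, against 0 and 0 here, where 1492 genes had an unadjusted p-value under 0.05. No alternative closed these gaps. DESeq2 gave 31 and 7, and leaving out uninfected ear replicate 1 gave 77 increased genes. On Day 4 the paper's numbers are 66 increased and 9 decreased, against 5 and 0 here, where 2109 genes had an unadjusted p-value under 0.05. For increased genes DESeq2 (94) and no filter (49) closed the gap, and all 27 libraries in one fit (0, with 2051 genes at an unadjusted p-value under 0.05), sample quality weights (12) and leaving out an ear did not. For decreased genes DESeq2 (8) closed the gap and the others did not. On Day 7 the paper's numbers are 38 increased and 56 decreased, against 23 and 1 here. For increased genes no filter (39), sample quality weights (32) and leaving out naïve replicate 1 (30) closed the gap, and DESeq2 (111), all 27 libraries in one fit (2) and leaving out other ears did not. For decreased genes DESeq2 (49) closed the gap and the others did not.

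The paper's number of genes decreased locally on any day is 769, and 126 on more than 1 day, against 196 and 27 here over the genes tested on all 3 days. No alternative closed these gaps, the highest values being 350 with sample quality weights and 52 with all 27 libraries in one fit. The paper's number of keratin genes decreased locally on Day 7 is 50, against 1 here, and no alternative closed the gap, the highest being 31 with the replicate block. Of 109 listed keratin genes, 52 were tested here on that day, so the numbers do not cover the same genes.

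For several LFC values, certain alternatives brought the LFC within 1 SD of the paper's value, without reaching it, and the others did not. The systemic Day 1 LFC of Cxcl3 was 1.28 against the paper's 2.29, and 1.41 without naïve replicate 2 and 1.78 without uninfected ear replicate 3 were within the SD of 0.95. That of Cxcl2 was 1.24 against the paper's 2.54, and 1.72 without uninfected ear replicate 3 was within the SD of 0.93. The local Day 1 LFC of Cxcl2 was 9.95 against the paper's 8.73. The replicate block (9.67), and leaving out infected ear replicate 1 (9.68), infected ear replicate 2 (9.81) or uninfected ear replicate 3 (9.46), brought it within the SD of 1.20. The systemic Day 7 LFC of Cd99 was -0.38 against the paper's -1.19, and -0.59 without naïve replicate 3 and -0.83 without uninfected ear replicate 3 were within the SD of 0.73.

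On the later days some genes were counted in 1 infected ear, so that only leaving out an uninfected ear could be run. On Day 7 the local log2 ratio of Krt1 was 1.94 against the paper's 1.77, and 1.87 without uninfected ear replicate 3 was within the SD of 0.13. That of Fcer2a was -1.24 against the paper's -1.50, and -1.34 without uninfected ear replicate 1 was within the SD of 0.20. That of Cxcl9 was 7.72 against the paper's 6.51, and 7.36 and 7.52 without uninfected ear replicates 1 and 3 were within the SD of 1.06, as was the value after taking the zeros after each stop as counts (6.13), an alternative chosen after seeing the values. No such alternative closed the gap for Cxcl3 (5.49 against the paper's 6.78), Cxcl2 (5.37 against the paper's 6.45), Il1b (4.97 against the paper's 5.87) or Bpifb2 (-1.23 against the paper's -2.10) on Day 7, nor on Day 4 for Cxcl9 (0.58 against the paper's 3.52), Cxcl10 (2.79 against the paper's 4.59) or Cxcl11 (1.32 against the paper's 3.75).

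For the following LFC values none of the alternatives closed the gap. Locally these were Csf2 on Day 1 (6.13 against the paper's 8.37), Gzmk on Day 7 (0.85 against the paper's 5.58), and Serpinb1c on Day 4 (0.21 against the paper's -1.11) and Day 7 (-0.036 against the paper's -1.65). Systemically on Day 7 they were Cxcl2 (4.10 against the paper's 1.74), Cxcl3 (4.16 against the paper's 2.29), Clec4e (2.97 against the paper's 1.96), Igkc (-0.25 against the paper's -2.81), Cd22 (-0.93 against the paper's -1.94), Pax5 (a log2 ratio of 0.68 against the paper's -3.16) and Ms4a1 (1.62 against the paper's -2.34).

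Some statements of the paper also differ from the values found here. For Krt16 the paper states an LFC above a value that was not reached here on any day, where it was 4.05, 4.13 and 3.061. It states that many keratin genes were increased locally, above all early on. Here 5 of 107 were increased and 2 decreased past the threshold on Day 1, and 9 of 102 and 1 on Day 4. On Day 1, 81 of 107 were below 0, against 56 of 107 with the replicate block and 34 of 102 without uninfected ear replicate 3. It states that Cxcl2, Cxcl3 and Irg1 were increased systemically on all days, while of these only Cxcl2 on Day 7 passed the threshold. It states that Gzmk was increased locally at the end of the time course and that Lyg2 was decreased then, and neither passed the threshold, with adjusted p-values of 0.0396 and 0.246. With the replicate block Lyg2 passed it (0.00928), and Gzmk did not, at an LFC of 0.83 (0.00596). The Gzmk values include reads of any other gene within its counted span. The paper states that Krt8 fell and Il12b rose on Day 4 and Cxcl11 rose on Day 1, while their adjusted p-values were 0.0658, 0.0178 and 0.0599. With the replicate block, which pairs the ears of each mouse, Krt8 (0.00322) and Il12b (0.00379) passed the threshold, as the paper states, and Cxcl11 (0.0134) did not. For Krt8 and Il12b that fit rested on mice 2 and 3.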

Other observations

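The tests of where counting stopped, of depth and of overlapping genes, and the division of genes by type of RNA, were chosen only after the result was seen; the other tests of this part were set before their result was seen.

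In 8 of the 30 libraries, all genes that start after some point of the genome are listed at 0. The points were set at the last gene with reads, so the zeros after them are no test. If the zeros had another origin, well covered genes could also be at 0 before the points, and among genes with a median of at least 200 reads 0 of 53152 were. Lower depth was tested as another explanation, and 8 of the 8 libraries had mapped reads within the range of the other 22, so depth does not separate them. That counting stopped partway may explain these zeros. No biological explanation was tested.

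For the decrease of B-cell genes in uninfected ears on Day 7, a candidate explanation is lymphoid tissue in the sample of one naïve mouse. A list of 20 lymphoid marker genes was written first, of which 10 were counted in all 6 ears. Of these, 7 were highest in the naïve ear of mouse 1, and at most 1 in any other ear. This is below the 3 in 4 that had been set as the bar, so the test does not establish this explanation, but it does not exclude it. In that ear Glycam1 had 1.47 CPM, against at most 0.18 CPM in the other 5, and Cd79b 1.92 CPM, against at most 0.55 CPM. Igkc, Pax5, Ms4a1, Cd22 and Cd99 were not counted in this ear, so they could not be compared. Without this ear the log2 ratio of Ighg2c was -0.02 in place of -2.997, and those of Pax5 and Ms4a1, which rest on the other ears, were 0.68 and 1.62. Those of Igkc, Cd22 and Cd99, which also rest on the other ears, were -0.25, -0.93 and -0.38. All 5 values lie above those the paper gives for these genes, which is the direction the explanation would give, but whether the paper's values include this ear is not known. The explanation remains a hypothesis.

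For the 20 genes that the paper lists as increased systemically on one day and decreased on another, a candidate explanation is that the values of the naïve ears differ between days. The change between the days was larger in the naïve ears than in the uninfected ears for 15 of the 20 genes and smaller for 5, taking the first marked day of each direction. This is the direction the explanation would give. The median size of the change was close in the 2 groups, 2.00 in the naïve and 1.95 in the uninfected ears. The uninfected ears therefore also changed between the days. A difference between the naïve ears may be technical or may come from the cohorts of naïve mice, and these were not separated. More RNA without a poly(A) tail in some libraries was tested on 718 genes of such RNA. The log2 ratio of their summed values, uninfected over naïve ears, was 0.72 on Day 4 and -0.98 on Day 7. Neither reaches the 2-fold difference set as the bar. Yet all 3 uninfected ears were above all 3 naïve ears on Day 4 (162 to 279 against 125 to 132 CPM) and below them on Day 7 (120 to 145 against 224 to 316 CPM). Of the 20 genes, 10 are small nuclear, small nucleolar, ribozyme, 7SK or micro RNA genes. The change between days was larger in the naïve ears for 10 of these 10, and for 5 of the other 10 genes. A contribution from such RNA therefore remains possible, and it was not separated from the difference between the naïve ears.

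Keratin genes were above 0 in the systemic comparison on Day 1, with a median LFC of 0.79. Low keratin values in the Day 1 naïve ears were tested as an explanation. Over 107 genes, the median log2 difference of these ears from the naïve ears of the other days was 1.02, so they were high and not low. In the uninfected ears the same difference was 1.54, and it fell to -0.92 in the naïve and -1.87 in the uninfected ears on Day 7. Keratin values therefore changed between days in naïve ears as well. Batch and age of the mice may contribute and were not tested, so the pattern cannot be told apart from them.

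Of the genes increased systemically on Day 7, 23 were tested for low values in the Day 7 naïve ears. The median log2 difference of these ears from the naïve ears of the other days was -0.21, against 1.94 for the uninfected ears, so the naïve ears do not account for the increase. All 23 genes were higher in infected than in naïve ears. Other technical explanations, such as batch, were not tested. Transfer of material or a response in the uninfected ear may each remain, as hypotheses.

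For the 5 genes increased systemically on Day 4, the explanation tested was reads counted for each of several overlapping genes. Of them, 2 (Cmss1 and Filip1l) overlap another increased gene, so overlap may explain their joint appearance but not the other 3. Reads of a short RNA gene inside the pair were also tested. The largest share of the extra reads held by 1 short gene was 0%, but the expected layout was wrong in its premise, so this test cannot tell.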
